# Comparing the mRNA expression profile and the genetic determinism of intramuscular fat traits in the porcine *gluteus medius* and *longissimus dorsi* muscles

**DOI:** 10.1186/s12864-019-5557-9

**Published:** 2019-03-04

**Authors:** Rayner González-Prendes, Raquel Quintanilla, Emilio Mármol-Sánchez, Ramona N. Pena, Maria Ballester, Tainã Figueiredo Cardoso, Arianna Manunza, Joaquim Casellas, Ángela Cánovas, Isabel Díaz, José Luis Noguera, Anna Castelló, Anna Mercadé, Marcel Amills

**Keywords:** Intramuscular fat, Fatty acid content, Genome-wide association analysis, Duroc pig, Gene expression

## Abstract

**Background:**

Intramuscular fat (IMF) content and composition have a strong impact on the nutritional and organoleptic properties of porcine meat. The goal of the current work was to compare the patterns of gene expression and the genetic determinism of IMF traits in the porcine *gluteus medius* (GM) and *longissimus dorsi* (LD) muscles.

**Results:**

A comparative analysis of the mRNA expression profiles of the pig GM and LD muscles in 16 Duroc pigs with available microarray mRNA expression measurements revealed the existence of 106 differentially expressed probes (fold-change > 1.5 and q-value < 0.05). Amongst the genes displaying the most significant differential expression, several loci belonging to the Hox transcription factor family were either upregulated (*HOXA9*, *HOXA10*, *HOXB6*, *HOXB7* and *TBX1*) or downregulated (*ARX*) in the GM muscle. Differences in the expression of genes with key roles in carbohydrate and lipid metabolism (e.g. *FABP3*, *ORMDL1* and *SLC37A1*) were also detected. By performing a GWAS for IMF content and composition traits recorded in the LD and GM muscles of 350 Duroc pigs, we identified the existence of one region on SSC14 (110–114 Mb) displaying significant associations with C18:0, C18:1(n-7), saturated and unsaturated fatty acid contents in both GM and LD muscles. Moreover, we detected several genome-wide significant associations that were not consistently found in both muscles. Further studies should be performed to confirm whether these associations are muscle-specific. Finally, the performance of an eQTL scan for 74 genes, located within GM QTL regions and with available microarray measurements of gene expression, made possible to identify 14 *cis*-eQTL regulating the expression of 14 loci, and six of them were confirmed by RNA-Seq.

**Conclusions:**

We have detected significant differences in the mRNA expression patterns of the porcine LD and GM muscles, evidencing that the transcriptomic profile of the skeletal muscle tissue is affected by anatomical, metabolic and functional factors. A highly significant association with IMF composition on SSC14 was replicated in both muscles, highlighting the existence of a common genetic determinism, but we also observed the existence of a few associations whose magnitude and significance varied between LD and GM muscles.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5557-9) contains supplementary material, which is available to authorized users.

## Background

Intramuscular fat (IMF) content and fatty acids (FA) composition have important effects on the oxidative stability, tenderness and juiciness of pig meat [1]. These phenotypes are moderately heritable and, in consequence, they can be improved through artificial selection [2]. Several genome-wide association studies (GWAS) have been carried out in pigs to identify quantitative trait loci (QTL) influencing IMF content and composition traits [3–12]. Population sizes employed in these studies have oscillated between 138 [12] and 2326 [11] individuals. Indeed, IMF content and composition traits are not routinely recorded by the pig breeding industry despite their strong impact on the manufacturing of cured products because they are difficult and expensive to measure. All these studies have investigated the genomic architecture of IMF traits in a single muscle, so we do not know yet whether the genetic determinism of IMF content and composition is shared across muscles. In a number of GWAS for IMF phenotypes, genome scans for expression QTL (eQTL) have been carried out as a strategy to pinpoint potential causal mutations. Hundreds of eQTL associated with muscle gene expression phenotypes have been identified, and several of them have been shown to co-localize with QTL for traits of economic interest [8, 13–20].

In a previous study, we determined the IMF content and composition of two muscles, *longissimus dorsi* (LD) and *gluteus medius* (GM), in a commercial population of 350 Duroc pigs [21]. Phenotypic correlations between FA traits in these two muscles displayed moderate values ranging from r_P_ = 0.28 to 0.58 [21]. These results suggested the existence of potential differences in the genetic determinism of FA composition across muscles. The goal of the current work was to investigate whether differences exist in the mRNA expression profiles of the GM and LD muscles. Moreover, we aimed to identify QTL for IMF content and composition traits in the GM and LD muscles of Duroc pigs and to establish their positional concordance.

## Results

### Differential mRNA expression in the *gluteus medius* and *longissimus dorsi* muscles

As shown in Table 1**,** Fig. 1 and Additional file 1, the comparison of the mRNA expression profiles of the GM and LD muscles based on microarray data highlighted the existence of 106 DE probes (|fold-change(FC)| > 1.5, q-value < 0.05). 

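The LD side of the comparison was examined in longissimus dorsi samples from 19 Duroc pigs, taken at 190 days of age and hybridised to the GeneChip Porcine Genome Array with 1 array per pig. The sample labels name the muscle longissimus thoracis et lumborum and place 10 pigs at the high end (LD HIGH) and 9 pigs at the low end (LD LOW) of a ranking on fat deposition, each pig being a separate animal. The paper reports 16 pigs chosen at random for its comparison of GM with LD and its text does not name them, so values over all 19 pigs are given. The GM arrays were not analysed here, so each GM minus LD value is the paper's. The deposited values are log2 probe set signals, made by the authors with GCRMA according to the submitters' processing notes, a method that corrects the background by probe sequence and normalizes across arrays. The paper describes RMA for its comparison, so the LD levels and the paper's log2 fold-changes come from different summaries of the scans. Of 24114 probe sets, 115 were controls and 23999 were analysed. The median log2 signal per array ran from 3.43 to 3.59 in LD HIGH (median 3.47) and from 3.44 to 3.56 in LD LOW (median 3.45), and any 2 arrays correlated at 0.970 or more across probe sets. Background was read from 17 tag control probe sets that carry no porcine gene, which averaged 2.11 and reached at most a mean of 2.56. A mean above that level was found for 73.1% of the analysed probe sets. Levels are given as the mean and SD over pigs, and a probe set is called above background on an array where it exceeds all 17 tag controls there. LD HIGH and LD LOW were compared with limma, with a mean-variance trend as in the paper and Benjamini-Hochberg adjustment over the 23999 probe sets. The number of arrays limits the precision, and levels of different probe sets are not comparable because their probes differ in affinity.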

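All 106 probes of Additional file 1 were measured in LD, and by the sign of the log2 fold-change given there 29 of them are higher in GM and 77 higher in LD. *LAMA2*, a laminin chain of the muscle basement membrane, had log2 signals of 6.61 ± 0.50 and 7.67 ± 0.43 (SD, n = 19) on its 2 probes, where the paper's log2 fold-changes of GM over LD are -1.19 and -1.33. *MSS51*, a mitochondrial translation regulator of skeletal muscle, had 11.29 ± 0.44 against the paper's log2 fold-change of -1.44. The nitrilase family member *NIT1* had 8.60 ± 0.30 against the paper's -0.78, and the palmdelphin gene *PALMD* had 10.29 ± 0.51 against the paper's -0.88. The level of *NRN1*, which encodes neuritin, varied most among the genes of Table 1: its 2 probes had 3.58 ± 1.77 and 3.11 ± 1.66 and exceeded the tag controls on 9 and 8 of the 19 arrays. The 20 genes of Table 1 have 25 probes in Additional file 1, and 22 of these were above background on all 19 arrays. Of the 33 genes that the paper names as differing between muscles, 30 have a probe here. In limma 0 of their 36 probes passed between LD HIGH and LD LOW, and 4 had an unadjusted p under 0.05. Over all 23999 probe sets 0 passed, and 0.993 was the smallest adjusted p from limma. The adjusted p thus does not set these genes apart from the rest, and a difference is not excluded. On Sscrofa11.1, the assembly of the RefSeq annotation used, *LAMA2* lies on chromosome 1, *MSS51* on chromosome 14, *NIT1* and *PALMD* on chromosome 4 and *NRN1* on chromosome 7. From the fold-changes between muscles, the paper concludes that genes of muscle cell differentiation and of carbohydrate and lipid metabolism differ in mRNA expression between GM and LD.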

Amongst the genes displaying the most significant differential expression, several loci belonging to the Hox transcription factor family were either upregulated (*HOXA9, HOXA10, HOXB6, HOXB7* and *TBX1*) or downregulated (*ARX*) in the GM muscle. 

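In LD, *HOXA9* had a log2 signal of 8.59 ± 0.68 (SD, n = 19 pigs), and individual pigs ranged from 7.40 to 9.93. *HOXA10* was measured by 2 probes. The probe of Table 1 had 2.67 ± 0.67 and exceeded the tag controls on 9 of 19 arrays, while the other had 3.95 ± 0.71 and exceeded them on all 19. *HOXB6* had 3.36 ± 0.10, with 1 LD HIGH pig at 2.98 and the other 9 of that group at 3.37 ± 0.05. *HOXB7* had 3.70 ± 0.38 on its Table 1 probe, whereas its other probe stayed at 1.95 and was above background on 0 arrays. *TBX1*, a T-box transcription factor, had 4.69 ± 0.77. The paper's log2 fold-changes of GM over LD are 1.09 for *HOXA9*, 1.24 and 1.34 for the *HOXA10* probes, 1.45 for *HOXB6*, 0.74 for *HOXB7* and 0.65 for *TBX1*. LD HIGH and LD LOW pigs overlapped for each of these genes. *HOXA9* averaged 8.31 ± 0.66 (SD, n = 10) in LD HIGH and 8.89 ± 0.58 (SD, n = 9) in LD LOW, with an unadjusted p of 0.0458 and an adjusted p of 0.993 from limma. The Table 1 probe of *HOXA10* averaged 2.35 ± 0.27 and 3.03 ± 0.82, with an unadjusted p of 0.0148 and the same adjusted p. The other *HOXA10* probe, above background on all 19 arrays, had an unadjusted p of 0.155 from limma. *HOXB6*, *HOXB7* and *TBX1* had unadjusted p of 0.206, 0.982 and 0.0806. On Sscrofa11.1, *HOXA10* (45393525 to 45403259) and *HOXA9* (45404594 to 45411512) are neighbours on chromosome 18, and *HOXB6* (24849741 to 24853494) and *HOXB7* (24861165 to 24864675) are neighbours on chromosome 12. *TBX1* lies on chromosome 14 (51289376 to 51297110).

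**Figure D1:**
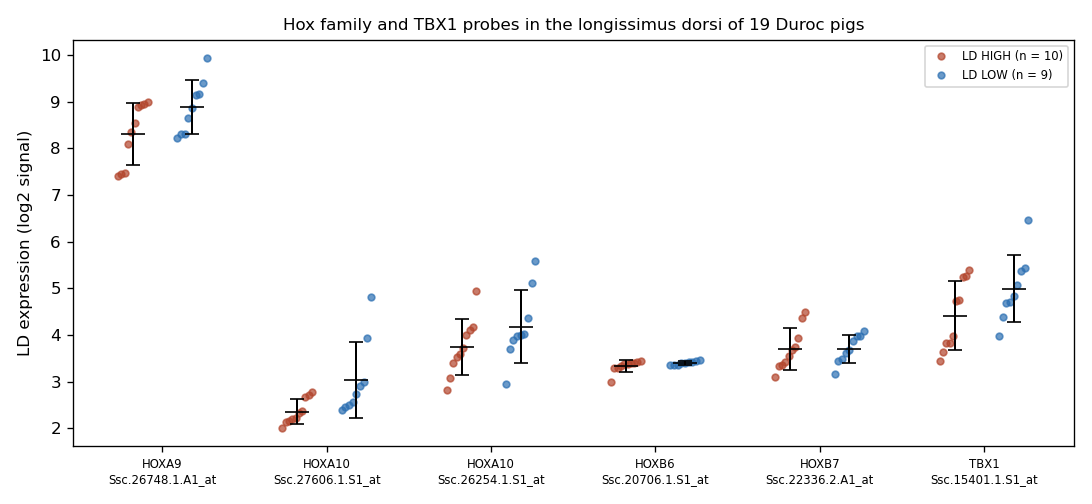
LD expression of the Hox family and *TBX1* probes of Additional file 1, as log2 signal on the vertical axis. Each point is 1 pig, with LD HIGH (n = 10) on the left and LD LOW (n = 9) on the right of each probe, and black bars give the mean ± SD. *HOXB6* varied least, with an SD of 0.10 over all pigs. Its mean of 3.36 lay below the median of 3.49 over all probe sets, where a small SD need not reflect steady expression.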

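*FABP3*, the fatty acid binding protein of heart and skeletal muscle, had a log2 signal of 10.66 ± 0.54 (SD, n = 19) in LD, with 10.58 ± 0.68 in the 10 LD HIGH pigs and 10.75 ± 0.34 in the 9 LD LOW pigs. The paper's log2 fold-change of GM over LD for this probe is 0.71. *SLC37A1*, which encodes a glucose-6-phosphate antiporter, had 6.12 ± 0.57 on the Table 1 probe, against the paper's log2 fold-change of 0.71, and LD LOW replicate 1550 lay at 5.34 where the other 8 pigs of its group had 6.49 ± 0.27. A further *SLC37A1* probe was above background on 0 of the 19 arrays. *ORMDL1* belongs to a gene family of regulators of sphingolipid synthesis. Its Table 1 probe had 4.97 ± 0.41, against the paper's log2 fold-change of -0.62 in Additional file 1, whereas Table 1 prints a positive fold-change for it. It averaged 5.17 ± 0.40 in LD HIGH and 4.76 ± 0.31 in LD LOW, with an unadjusted p of 0.0221 and an adjusted p of 0.993 from limma. A second *ORMDL1* probe had 5.68 ± 0.49, and a further one was above background on 0 arrays. On Sscrofa11.1, *FABP3* lies on chromosome 6 from 87943003 to 87950708, *SLC37A1* on chromosome 13 from 205826948 to 205901824 and *ORMDL1* on chromosome 15 from 94359784 to 94377331.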

Differences in the expression of genes with key roles in carbohydrate and lipid metabolism (e.g. *FABP3*, *ORMDL1* and *SLC37A1*) were also detected. Indeed, the pathway analysis revealed that lipid and carbohydrate metabolic processes are enriched in the set of DE genes, although only at the nominal level (Additional file 2).

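Additional file 2 assigns *OXCT1*, *HSD11B1*, *ORMDL1*, *NR2F1* and *PRKAB2* to lipid metabolic process and *OXCT1*, *NLK* and *PRKAB2* to carbohydrate metabolic process. Every probe that Additional file 1 gives for these genes was above background on all 19 LD arrays. *OXCT1*, which encodes the mitochondrial enzyme that activates ketone bodies, had a log2 signal of 7.16 ± 0.92 (SD, n = 19) on the probe of Additional file 1, against the paper's log2 fold-change of -1.15, and 9.33 ± 0.76 and 7.82 ± 0.82 on 2 further probes. *HSD11B1*, which regenerates active glucocorticoid, had 8.92 ± 0.68 against the paper's -0.71, with 9.19 ± 0.61 in the 10 LD HIGH pigs and 8.62 ± 0.66 in the 9 LD LOW pigs (unadjusted p = 0.0524 from limma). *PRKAB2* had 10.75 ± 0.45 against the paper's -0.65, and its other probe had 8.80 ± 0.53. *NR2F1* had 7.01 ± 0.56 against the paper's -0.79, while its other probe exceeded the tag controls on only 2 arrays. *NLK*, a serine/threonine kinase, had 6.54 ± 0.37 against the paper's -0.61. The Sscrofa11.1 positions are chromosome 16 from 26514497 to 26659739 for *OXCT1*, chromosome 9 from 133231451 to 133278396 for *HSD11B1*, chromosome 4 from 100378047 to 100394346 for *PRKAB2*, chromosome 2 from 100447661 to 100457510 for *NR2F1* and chromosome 12 from 44402990 to 44553527 for *NLK*.

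**Figure D2:**
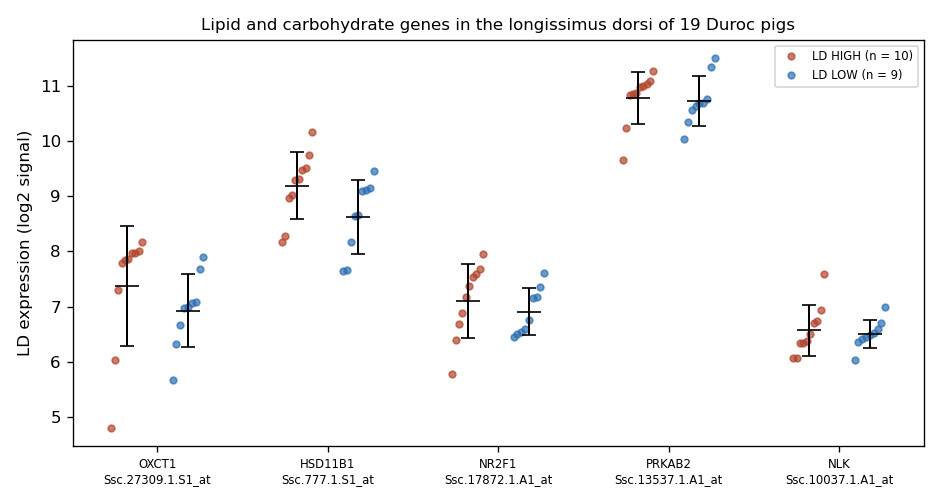
LD expression of *OXCT1*, *HSD11B1*, *NR2F1*, *PRKAB2* and *NLK* on the probes of Additional file 1, as log2 signal on the vertical axis. Each point is 1 pig, with LD HIGH (n = 10) on the left and LD LOW (n = 9) on the right of each probe, and black bars give the mean ± SD; *OXCT1* spread furthest, from 4.81 to 8.16.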

**Table 1:** List of the twenty genes displaying the highest differential expression between the *gluteus medius* and *longissimus dorsi* muscles (threshold of significance: |FC| > 1.5, q-value < 0.05) ^1^

Microarray probe	Gene	Fold Change	-log_10_(*P*)	-log_10_(*q*)
Ssc.27606.1.S1_at	*HOXA10*	2.36	14.58	10.68
Ssc.20706.1.S1_at	*HOXB6*	2.73	11.62	7.94
Ssc.14356.1.A1_at	*LAMA2*	−2.28	10.82	7.29
Ssc.2743.1.S1_at	*MSS51*	−2.72	10.06	6.63
Ssc.22336.2.A1_at	*HOXB7*	1.67	9.66	6.28
Ssc.1294.1.S1_at	*NIT1*	−1.71	7.18	3.87
Ssc.17238.1.A1_at	*ITIH4*	−1.95	7.09	3.82
Ssc.4214.1.A1_at	*SLC37A1*	1.63	6.87	3.69
Ssc.26748.1.A1_at	*HOXA9*	2.13	6.52	3.37
Ssc.28628.1.S1_at	*TIAL1*	−1.58	5.30	2.28
Ssc.14245.1.A1_at	*ZFP92*	−1.56	5.20	2.24
Ssc.8360.1.A1_at	*INPP5F*	−1.76	5.23	2.24
Ssc.21802.1.S1_at	*CCL19*	1.57	5.13	2.20
Ssc.3838.1.S1_at	*COA3*	−1.55	5.05	2.13
Ssc.22770.1.A1_at	*ARX*	−1.64	4.88	2.03
Ssc.4076.1.S1_at	*PRUNE2*	−1.65	4.85	2.02
Ssc.1664.1.A1_at	*NRN1*	−2.17	4.73	1.95
Ssc.9291.1.A1_at	*PALMD*	−1.84	4.67	1.94
Ssc.4360.1.A1_at	*FABP3*	1.64	4.60	1.91
Ssc.11423.2.A1_at	*ORMDL1*	1.54	4.48	1.85

^1^Fold-change refers to mean expression levels in *gluteus medius* compared to *longissimus dorsi*; −log_10_(*P*): decimal logarithm of the nominal *P*-value, −log_10_(*q*): decimal logarithm of the *q*-value

**Fig. 1:**
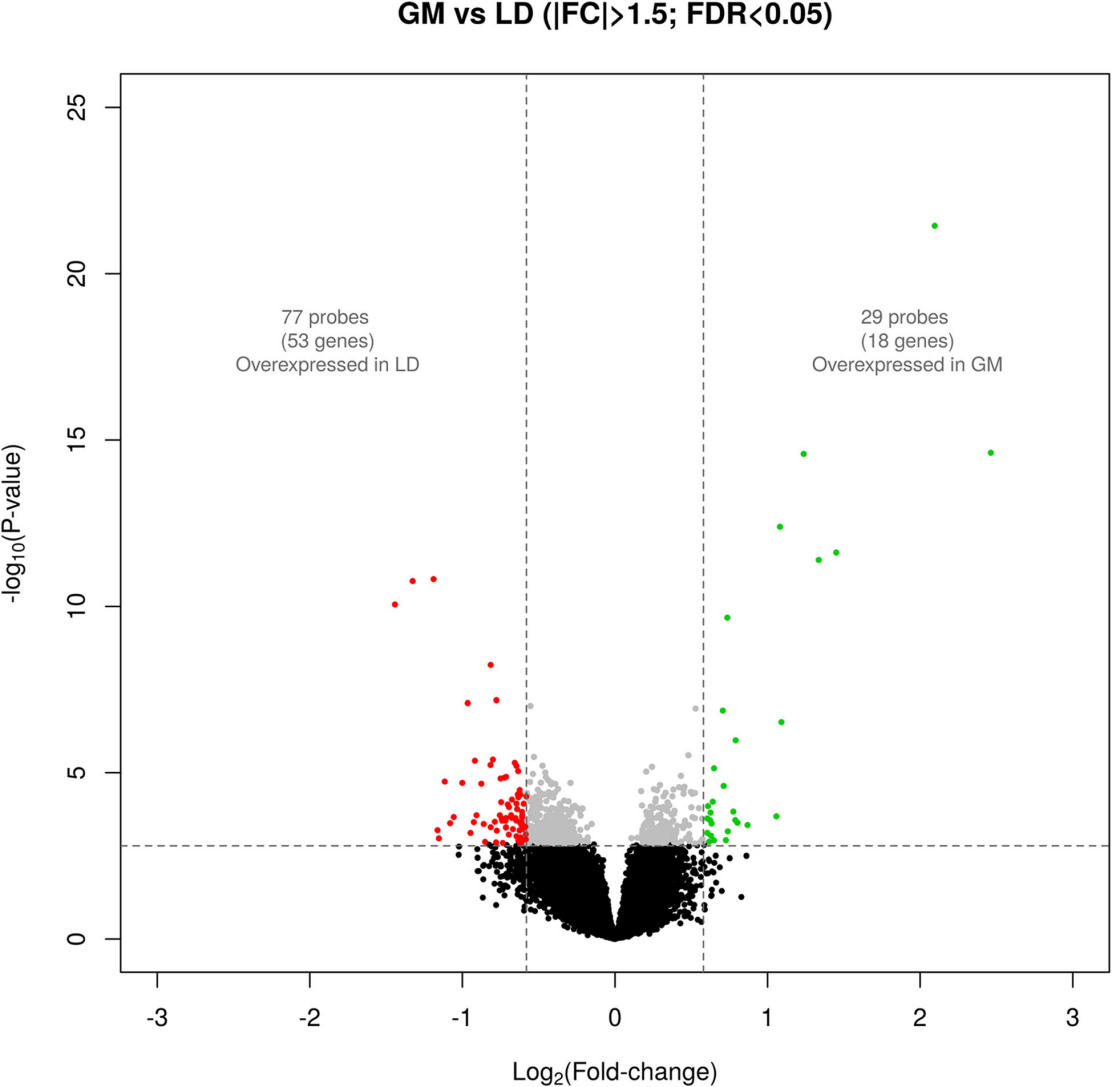
Volcano plot of probes differentially expressed in the *gluteus medius* (GM) and *longissimus dorsi* (LD) muscles, along with fold changes (ratio between GM/LD mean expression values) for these probes (|FC| > 1.5, q-value < 0.05)

### Genome-wide association study of intramuscular fat phenotypes

Performance of a GWAS revealed the existence of several QTL displaying genome-wide significant associations with IMF phenotypes (Table 2 and Figs. 2, 3 and 4). With regard to IMF content, we found a region on SSC6 (146.5–147.7 Mb) which showed a genome-wide significant association in the LD (−log_10_*P*-value = 6.88, q-value = 0.0044, δ **=** − 0.69 ± 0.13) and GM (−log_10_*P*-value = 6.47, q-value = 0.01, δ **=** − 0.84 ± 0.16) muscles only when backfat was removed as a covariate in the statistical analysis. When considering IMF composition, the largest number of associations were found in SSC14, where we observed the existence of one region located between 110 and 114 Mb and displaying significant associations with C18:0, C18:1 (n-7), saturated and unsaturated FA contents both in the GM and the LD muscles (Fig. 2). Effect sizes of markers were negative for C18:0 (δ_GM_ = − 0.63 ± 0.10, δ_LD_ = − 0.62 ± 0.10) and saturated FA - SFA (δ_GM_ = − 0.87 ± 0.18, δ_LD_ = − 0.95 ± 0.19) and positive for C18:1 (n-7) (δ_GM_ = 0.13 ± 0.03, δ_LD_ = 0.18 ± 0.03) and unsaturated FA - UFA (δ_GM_ = 0.87 ± 0.18, δ_LD_ = 0.94 ± 0.19). We also observed significant associations between GM C18:0 and three additional SSC14 regions on 54.6–55.3 Mb, 60.6–62.9 Mb and 81.1–87.7 Mb. This latter region was also associated with LD SFA. Regarding C18:1(n-7) FA content in the LD muscle, two regions on SSC14 at 81.2–81.3 Mb and 133.1–136.7 Mb were associated with this trait (Table 2, Fig. 2). Moreover, we identified several regions showing associations that were not consistently found in both muscles (Table 2 and Figs. 3 and 4). Two QTL for C16:0 (SSC5: 76.2–77.1 Mb) and C20:3 (n-3) (SSC18: 39.4–42.3 Mb) were significant for the GM muscle but not for the LD one (Fig. 3). Moreover, the effect size of the QTL for C16:0 on SSC5 (76.2–77.1 Mb) was considerably high (δ_GM_ = − 0.87 ± 0.20). Conversely, three QTL for C14:0 (SSC9: 10.4–13.2 Mb), C16:1 (n-9) (SSC2: 21.9–22.3 Mb) and C17:0 (SSC2: 10.6–11.7 Mb) were significant for the LD but not for the GM muscle (Fig. 4**,** Table 2). However, the effects sizes of these three QTL were close to zero, so it is difficult to evaluate their relevance. A GWAS signal was observed for GM C14:0 on SSC9:10–13 Mb, but it did not reach genome-wide significance (Fig. 4).

**Table 2:** Genome-wide significant QTL for intramuscular fat composition traits recorded in the *gluteus medius* (GM) and *longissimus dorsi* (LD) muscles of Duroc pigs^1^

Main FA (g*luteus medius*)										
Traits	SSC	N	SNP	Region (Mb)	-log_10_(*P*)	*q*-value	B	δ ± SE	A_1_	MAF
GM C16:0	5	9	H3GA0016883	76.2–77.1	4.89	0.047	0.42	- 0.87 ± 0.20	A	0.07
GM C18:0	14	2	ASGA0063465	54.6–55.3	4.30	0.027	1	- 0.44 ± 0.11	G	0.23
		9	ALGA0078300	60.6–62.9	4.96	0.008	0.36	- 0.48 ± 0.11	C	0.23
		8	ALGA0079209	81.1–87.7	4.77	0.011	0.55	0.43 ± 0.09	G	0.48
		42	ALGA0081091	110.9–114.5	9.20	0.000	0.00	- 0.63 ± 0.10	A	0.35
GM C18:1 (n-7)	14	14	ALGA0081091	111.4–112.7	5.15	0.024	0.23	0.13 ± 0.03	A	0.35
GM SFA	14	37	ALGA0081091	111.4–113.8	5.51	0.007	0.10	- 0.87 ± 0.18	A	0.35
GM UFA	14	37	ALGA0081091	111.4–113.8	5.52	0.007	0.10	0.87 ± 0.18	A	0.35
Main FA (*longissimus dorsi*)										
Traits	SSC	N	SNP	Region (Mb)	-log_10_(*P*)	*q*-value	B	δ ± SE	A_1_	MAF
LD C18:0	14	2	CASI0010207	86.8–86.8	4.43	0.035	1	0.47 ± 0.11	G	0.41
		36	ALGA0081091	110.9–113.6	6.62	0.001	0.01	- 0.62 ± 0.10	A	0.35
LD C18:1 (n-7)	14	4	ALGA0079221	81.2–81.3	4.45	0.025	1	- 0.13 ± 0.03	G	0.45
		43	ALGA0081091	110.9–114.4	6.92	0.000	0.00	0.18 ± 0.03	A	0.35
		6	ALGA0082693	133.1–136.7	5.36	0.005	0.14	- 0.13 ± 0.03	A	0.46
LD SFA	14	6	ASGA0064951	86.4–87.7	4.57	0.028	0.88	0.81 ± 0.17	A	0.41
		33	ALGA0081091	110.9–113.6	5.92	0.004	0.04	- 0.95 ± 0.19	A	0.35
LD UFA	14	31	ALGA0081091	110.9–113.6	5.81	0.004	0.05	0.94 ± 0.19	A	0.35
Minor FA (*gluteus medius*)										
Traits	SSC	N	SNP	Region (Mb)	-log_10_(*P*)	*q*-value	B	δ ± SE	A_1_	MAF
GM C20:3 (n-3)	18	8	ASGA0097792	39.4–42.3	6.38	0.005	0.01	0.12 ± 0.02	A	0.07
Minor FA (*longissimus dorsi*)										
Traits	SSC	N	SNP	Region (Mb)	-log_10_(*P*)	*q*-value	B	δ ± SE	A_1_	MAF
LD C14:0	9	33	M1GA0026515	10.4–13.2	5.11	0.014	0.25	0.09 ± 0.02	A	0.41
LD C16:1 (n-9)	2	6	H3GA0006292	21.9–22.3	6.11	0.012	0.03	- 0.02 ± 0.00	A	0.25
LD C17:0	2	10	MARC0050503	10.6–11.7	7.30	0.002	0.00	- 0.03 ± 0.01	A	0.30

^1^SSC: porcine chromosome, N: Number of SNPs significantly associated with the trait under study, SNP: SNP displaying the most significant association with the trait under study, Region (Mb): region containing SNPs significantly associated with the trait under study, −log_10_ (*P*): decimal logarithm of the nominal *P*-value, *q*-value: *q*-value calculated with a false discovery rate approach, *B*: Bonferroni corrected *P*-values, δ: effect size of the marker and its standard error (SE), A_1_: minor allele, MAF: minor allele frequency

**Fig. 2:**
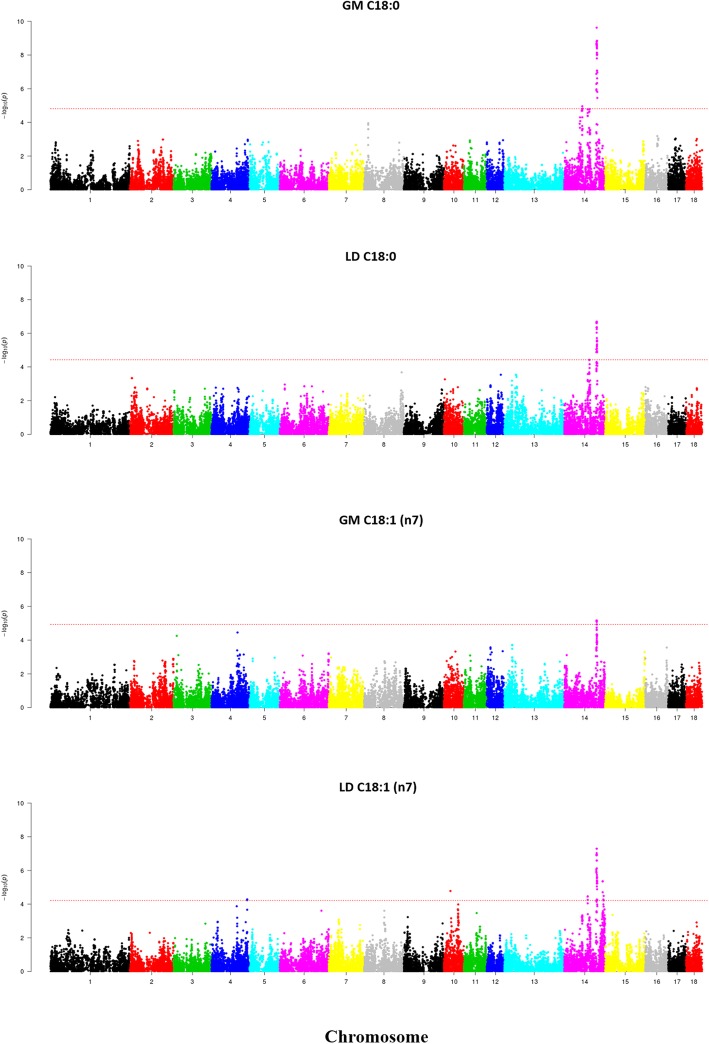
Manhattan plots depicting the genome-wide significant associations between SNP markers and C18:0 and C18:1(n-7) fatty acid contents in the *gluteus medius* (GM) and *longissimus dors*i (LD) muscles of Duroc pigs. Negative log_10_ *P*-values of the associations between SNPs and phenotypes are plotted against the genomic location of each marker SNP. Markers on different chromosomes are denoted by different colors. The dashed line represents the genome-wide threshold of significance (q-value ≤0.05). It can be seen a strong association between SNPs on SSC14 (110–114 Mb) and C18:0 and C18:1 (n-7) recorded in both muscles (GM and LD)

**Fig. 3:**
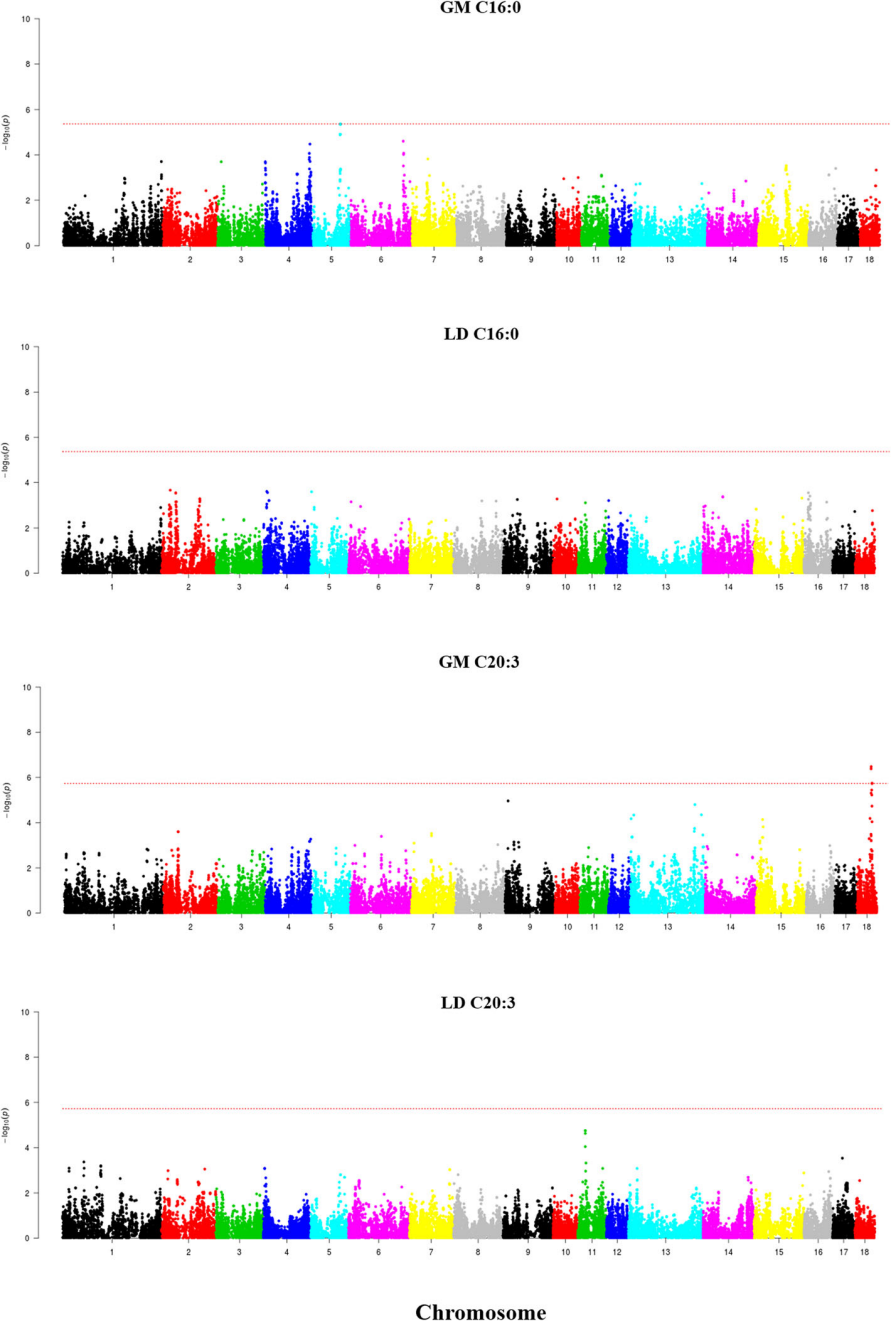
Manhattan plots depicting the genome-wide significant associations between SNP markers and C16:0 and C20:3 fatty acid contents in the *gluteus medius* (GM) and *longissimus dors*i (LD) muscles of Duroc pigs. Negative log_10_ *P*-values of the associations between SNPs and phenotypes are plotted against the genomic location of each SNP. Markers on different chromosomes are denoted by different colors. The dashed line represents the genome-wide threshold of significance (q-value ≤0.05). It can be seen that SNPs at SSC5 and SSC18 are associated, respectively, with C16:0 and C20:3 recorded in the GM muscle but not in the LD one

**Fig. 4:**
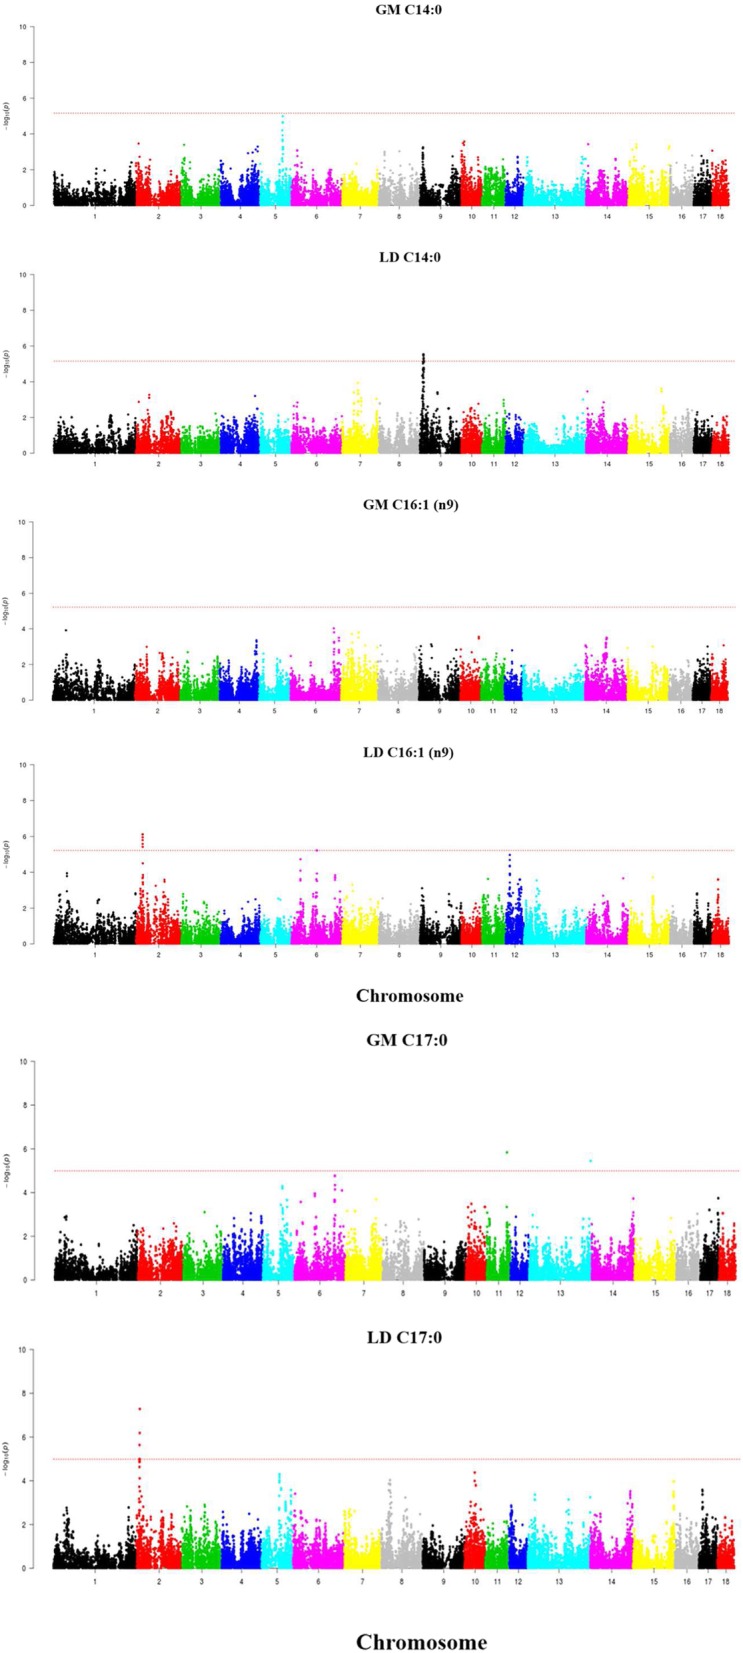
Manhattan plots depicting the genome-wide significant associations between SNPs and C14:0, C16:1(n-9) and C17:0 fatty acid contents in the *gluteus medius* (GM) and *longissimus dors*i (LD) muscles of Duroc pigs. Negative log_10_ *P*-values of the associations between SNPs and phenotypes are plotted against the genomic location of each SNP. Markers on different chromosomes are denoted by different colors. The dashed line represents the genome-wide threshold of significance (q-value ≤0.05). It can be seen that SNPs at SSC2 (C16:1 and C17:0) and SSC9 (C14:0) display significant associations with FA composition traits recorded in the LD muscle but not in the GM one

This apparent lack of concordance between the associations found in GM and LD might be due to technical reasons. For instance, the high stringency of the correction for multiple testing could increase the rate of false negatives. Limited statistical power may also lead to the occurrence of a high type 2 error rate, so we have estimated the power of our GWAS by using the procedure reported by Purcell et al. [22]. With a sample size of 350 pigs, we should be able to detect alleles with moderate to large effects (Additional file 3), while the majority of alleles with small effects would be missed. To confirm part of the associations found, we genotyped 12 SNPs mapping to six protein-coding genes i.e. *SLC38A1* (SSC5: 77.0–77.0 Mb), *SLC38A4* (SSC5: 77.4–77.4 Mb), *UVRAG* (SSC9: 10.0–10.3 Mb), *KCNIP2* (SSC14: 112.8–112.8 Mb), *BLOC1S2* (SSC14: 111.3–111.3 Mb) and *SCD* (SSC14: 111.4–111.4 Mb) loci (Table 3). Several microRNA and lincRNA genes map to QTL regions (Additional file 4), but their functions are mostly unknown so it is difficult to make biological inferences from these co-localizations.

**Table 3:** Association analyses between 12 polymorphisms in six candidate genes and intramuscular fat content and composition traits measured in the *gluteus medius* (GM) and *longissimus dorsi* (LD) muscles of Duroc pigs^1^

Gene	SNP	Type	Trait	q-value	δ (SE)	A_1_	MAF
SSC5 (76.2–77.1 Mb)							
*SLC38A1*	rs341329842 (5:77.02 Mb)	Splice region (T/C)	GM C16:0	0.000	−0.61 (0.15)	C	0.15
			LD C16:0	0.161	−0.27 (0.15)		
*SLC38A4*	rs333018168 (5:77.44 Mb)	Missense (G/C, Q24E)	GM C16:0	0.014	−0.51 (0.19)	C	0.13
			LD C16:0	0.266	−0.22 (0.19)		
SSC9 (10.4–13.2 Mb)							
*UVRAG*	rs321243508 (9:10.31 Mb)	Missense (A/C, K286Q)	GM C14:0	0.005	0.07 (0.02)	C	0.43
			LD C14:0	0.001	0.08 (0.02)		
	rs328455999 (9:10.33 Mb)	Missense (G/A, R303H)	GM C14:0	0.005	0.05 (0.02)	G	0.26
			LD C14:0	0.001	0.07 (0.02)		
SSC14 (110–114 Mb)							
*BLOC1S2*	rs335981556 (14:111.39 Mb)	Missense (G/A, L6F)	GM C18:0	0.001	−0.62 (0.13)	A	0.37
			LD C18:0	0.003	−0.50 (0.10)		
			GM SFA	0.077	−0.71 (0.32)		
			LD SFA	0.030	−0.68 (0.26)		
			GM UFA	0.008	0.71 (0.32)		
			LD UFA	0.032	0.67 (0.26)		
*KCNIP2*	rs320607389 (14:112.86 Mb)	Missense (G/A, A50V)	GM C18:0	0.001	−0.58 (0.14)	G	0.38
			LD C18:0	0.003	−0.51 (0.10)		
*SCD*	rs698797651 (14:111.4608 Mb)	Upstream (G/GC)	GM C18:0	0.001	−0.59 (0.14)	G	0.36
			LD C18:0	0.005	−0.49 (0.10)		
	rs323081995 (14:111.4616 Mb)	5′-UTR (T/C)	GM C18:0	0.001	−0.63 (0.13)	C	0.37
			LD C18:0	0.003	−0.51 (0.10)		
			GM SFA	0.049	−0.80 (0.32)		
			LD SFA	0.029	−0.72 (0.27)		
			GM UFA	0.049	0.80 (0.32)		
			LD UFA	0.031	0.71 (0.27)		
	rs80912566 (14:111.4617 Mb)	5′-UTR (C/T)	GM C18:0	0.001	−0.61 (0.13)	T	0.37
			LD C18:0	0.003	−0.51 (0.10)		
			GM SFA	0.049	−0.83 (0.32)		
			LD SFA	0.029	−0.70 (0.27)		
			GM UFA	0.049	0.83 (0.32)		
			LD UFA	0.031	0.69 (0.26)		
	rs342182479 (14:111.4618 Mb)	5′-UTR (G/A)	GM C18:0	0.001	−0.62 (0.13)	A	0.37
			LD C18:0	0.003	−0.51 (0.10)		
			GM SFA	0.049	−0.84 (0.32)		
			LD SFA	0.029	−0.72 (0.27)		
			GM UFA	0.049	0.84 (0.32)		
			LD UFA	0.031	0.71 (0.26)		
	rs45434498 (14:111.473 Mb)	Splice region (G/A)	GM C18:0	0.001	−0.61 (0.13)	A	0.37
			LD C18:0	0.003	−0.52 (0.10)		
			GM SFA	0.049	−0.84 (0.31)		
			LD SFA	0.029	−0.75 (0.27)		
			GM UFA	0.049	0.84 (0.32)		
			LD UFA	0.030	0.74 (0.26)		
	rs713641545 (14:111.474 Mb)	3′-UTR (A/G)	GM C18:0	0.001	−0.63 (0.13)	G	0.37
			LD C18:0	0.003	−0.51 (0.10)		
			GM SFA	0.049	−0.81 (0.32)		
			LD SFA	0.029	−0.73 (0.27)		
			GM UFA	0.049	0.81 (0.32)		
			LD UFA	0.031	0.72 (0.26)		

^1^SSC: porcine chromosome, *q*-value: *q*-value calculated with a false discovery rate approach, **δ**: effect size of the marker and its standard error (SE), A_1_: minor allele, MAF: minor allele frequency

Paralleling the results in the GWAS analysis, the two SNPs in the *SLC38A1* and *SLC38A4* genes showed significant associations with C16:0 in the GM muscle but not in LD (Table 3). Regarding the two SNPs in the *UVRAG* gene, they showed significant associations with C14:0 in both muscles (Table 3). Finally, polymorphisms in the *KCNIP2*, *BLOC1S2* and *SCD* genes displayed significant associations with C18:0 (q-value < 0.005) and SFA (q-value < 0.05) in both muscles, a result that, once again, confirms part of the associations detected in the GWAS (Table 3). The polymorphism of the *SCD* and *BLOC1S2* genes was also associated with UFA content in the GM and LD muscles (Table 3).

We have also investigated whether genes located within QTL regions are DE when comparing the mRNA expression profiles of the LD and GM muscles. 

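*NT5C2*, a cytosolic nucleotidase that acts on purine nucleotides, was above background on all 19 LD arrays with a log2 signal of 10.14 ± 0.50 (SD, n = 19), and individual pigs ranged from 8.84 to 10.87. It averaged 10.27 ± 0.44 in the 10 LD HIGH pigs and 10.00 ± 0.56 in the 9 LD LOW pigs, a difference smaller than the SD of either group (unadjusted p = 0.230 and adjusted p = 0.993 from limma). The paper's log2 fold-change of GM over LD for this probe is -0.71. The RefSeq annotation of Sscrofa11.1 places *NT5C2* on chromosome 14 from 114062451 to 114167460.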

If a threshold based on |FC| > 1.5 and q-value < 0.05 is considered, the only locus showing differential expression is the 5′-nucleotidase, cytosolic II (*NT5C2*) gene, which maps to SSC14 (114 Mb). 

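Other genes assigned to QTL regions were also measured in LD. *ACTN2*, the alpha-actinin of the sarcomeric Z-disc, had log2 signals of 11.95 ± 0.16 and 12.67 ± 0.28 (SD, n = 19) on its 2 probes, and LD LOW replicate 1918 lay at 11.53 on the first probe, where the other 8 pigs of its group had 11.96 ± 0.09. *OAT*, the mitochondrial ornithine aminotransferase, had 9.02 ± 0.36, with LD HIGH replicate 1903 at 8.03 and the other 9 pigs of its group at 9.12 ± 0.31. *TNFRSF1B*, a receptor of tumour necrosis factor, had 5.89 ± 0.49. All of these probes were above background on all 19 arrays. The paper's fold-changes of GM over LD for these genes are on the linear scale and not log2. They are -1.24 for *ACTN2*, -1.37 for *OAT* and -1.31 for *TNFRSF1B*, where *NT5C2* has -1.64 on that scale. The paper gives them per gene and not per probe, so they may come from other probes than these. The probes of *HDHD5*, *EEF1AKMT2* and *RP9* are unnamed here and are not reported. In the RefSeq annotation of Sscrofa11.1, *ACTN2* lies on chromosome 14 from 54670727 to 54742717, *OAT* on chromosome 14 from 133808193 to 133830517 and *TNFRSF1B* on chromosome 6 from 72195420 to 72231146.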

If we consider a lowered significance threshold (|FC| > 1.2 and q-value = 0.05), then six additional genes display DE between GM and LD (Additional file 5).

### Detection of expression QTL for genes located within QTL regions in the *gluteus medius* muscle

Performance of an eQTL scan for 74 genes, located within the GM QTL regions (as defined in Table 2) and with available microarray measurements of gene expression, made possible to identify 14 *cis*-eQTL regulating the expression of 14 loci (Table 4, Fig. 5). As shown in Table 4, chromosome 14 encompassed most of these *cis*-eQTL, which regulated genes co-localizing with two GM C18:0 QTL at 54.6–55.3 Mb (galectin 8, *LGALS8* and lysosomal trafficking regulator, *LYST*) and 81.1–87.7 Mb (annexin A8 gene, *ANXA8*). The remaining *cis*-regulated genes, i.e. *BLOC1S2*, cytochrome C oxidase assembly homolog (*COX15*), hypoxia inducible factor 1 subunit α inhibitor (*HIF1AN*), F-Box and WD repeat domain containing 4 (*FBXW4*), *KCNIP2* and armadillo-like helical domain containing 3 (*ARMH3*) co-localized with the SSC14 (111.4–113.8 Mb) region displaying pleiotropic effects on muscle FA composition. As shown in Table 4, we have also identified *cis*-regulated genes mapping to a GM C20:3 (n-3) QTL on SSC18 (39.4–42.3 Mb) i.e. FK506 binding protein 14, (*FKBP14*); ɣ-glutamylcyclotransferase (*GGCT*) and WAS/WASL interacting protein family member 3 (*WIPF3*).

**Table 4:** List of the co-localizations between QTL for IMF traits recorded in the *gluteus medius* (GM) muscle and *cis*-eQTL regulating the mRNA levels of genes expressed in the GM muscle and mapping to QTL regions^1^

SSC	N	SNPs	Region (Mb)	-log_10_ (*P*)	*q*-value	B	δ ± SE	A_1_	MAF	Gene Symbol	Region (Mb)	Traits	Region(Mb)
14	7	ASGA0063513	54.2–55.3	12.62	0.000	0.00	0.68 ± 0.08	A	0.37	*LGALS8*	54.8	C18:0	54.6–55.3
	3	H3GA0040331	54.9–56.2	3.05	0.039	0.04	−0.25 ± 0.07	G	0.44	*LYST*	55.4–55.6		
	21	MARC0041893	86.1–88.0	7.96	0.000	0.00	0.82 ± 0.13	A	0.32	*ANXA8*	88.3		81.1–87.7
	1	DBMA0000150	114.0–114.0	2.63	0.023	0.02	0.32 ± 0.10	G	0.45	*TAF5*	114.3	C18:0; C18:1 (n-7); SFA; UFA	110.9–114.5
	26	MARC0043866	110.5–111.9	6.10	0.000	0.00	0.42 ± 0.07	A	0.49	*COX15*	110.8		
	6	DRGA0014486	111.7–112.6	4.23	0.001	0.00	0.33 ± 0.08	G	0.16	*BLOC1S2*	111.3		
	42	ALGA0081091	110.9–113.8	3.03	0.004	0.02	−0.29 ± 0.08	A	0.33	*HIF1AN*	111.6		
	37	ALGA0081091	111.4–113.8	1.98	0.035	0.24	−0.19 ± 0.08	A	0.33	*FBXW4*	112.6–112.7		
	28	MARC0015087	111.4–113.8	3.69	0.005	0.00	0.39 ± 0.10	A	0.17	*KCNIP2*	112.8		
	28	ALGA0081091	110.9–113.8	3.12	0.002	0.02	−0.27 ± 0.08	A	0.33	*ARMH3*	112.8–113.0		
18	9	ASGA0079732	40.0–43.3	2.32	0.023	0.16	0.23 ± 0.08	G	0.23	*AQP1*	42.0	GM C20:3 (n-3)	39.4–42.3
	32	DIAS0000749	41.5–43.9	2.25	0.049	0.18	−0.32 ± 0.10	A	0.35	*GGCT*	42.4		
	21	ALGA0116124	42.0–43.3	3.29	0.009	0.02	0.29 ± 0.08	G	0.35	*FKBP14*	42.9		
	23	ALGA0116124	42.0–43.3	3.27	0.004	0.03	−0.27 ± 0.08	G	0.35	*WIPF3*	42.9–43.0		

^1^SSC: porcine chromosome, N: number of SNPs significantly associated with the trait under study, SNP: SNP displaying the most significant association with the trait under study, Region (Mb): region containing SNPs significantly associated with the trait under study, −log_10_(*P*): decimal logarithm of the nominal *P*-value, *q*-value: *q*-value calculated with a false discovery rate approach, B: Bonferroni-corrected *P*-value, **δ**: effect size of the marker and its standard error (SE), A_1_: minor allele, MAF: minor allele frequency.

**Fig. 5:**
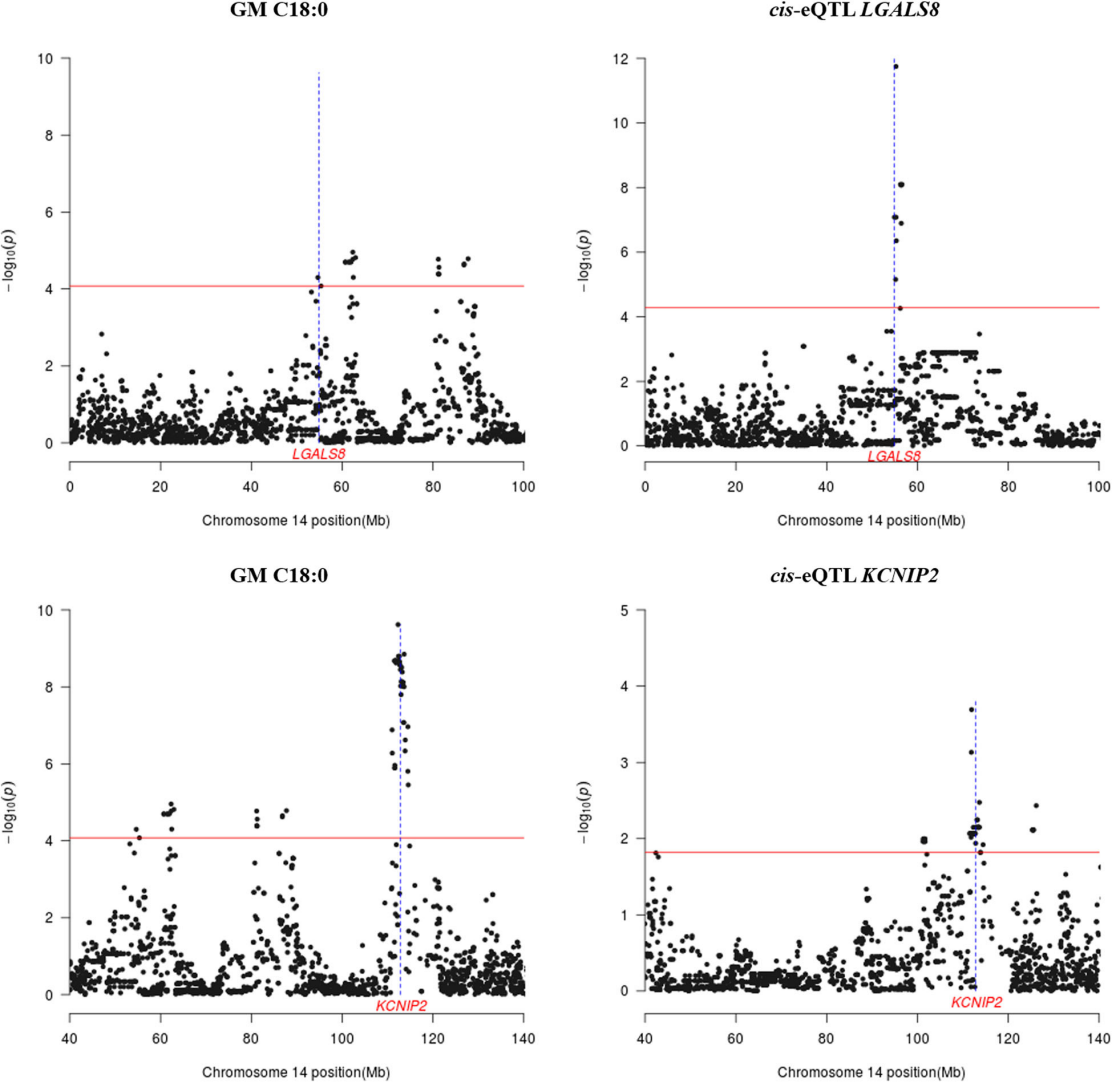
Co-localization of *cis*-eQTL (right panel) for the **a** *LGALS8* and **b** *KCNIP2* genes and two QTL regions (left panel) for *gluteus medius* (GM) C18:0 traits: **a** SSC14, 54.6–55.3 Mb, **b** SSC14, 110–114 Mb. The x-axis represents the chromosomal region (Mb) containing the co-localizing QTL and eQTL, and the y-axis shows the –log_10_ (*P*-value) of the reported associations. The horizontal line indicates the threshold of significance (q-value ≤0.05). The vertical line depicts the genomic location of the *LGALS8* and *KCNIP2* genes

With the aim of confirming the existence of these *cis*-eQTL, we have used a previously published RNA-Seq data set comprising 52 of the 103 pigs analysed with microarrays [23]. As shown in Additional file 3, six *cis*-eQTL regulating the expression of six genes (*ANXA8, BLOC1S2, COX15, GGCT, LGALS8* and *FBXW4*) showed significant differences across at least 2 genotypes when mRNA expression means measured with both microarrays and RNA-Seq were compared with a Student’s t-test. Moreover, both microarray and RNA-Seq methods were consistent with regard to the direction of the changes observed when comparing genotypes (Additional file 3).

The absence of an eQTL regulating *SCD* mRNA expression was unexpected because there are evidences that the rs80912566 (g.2228T > C) SNP is associated with the expression of this gene [24]. In Additional file 3, we have compared the GM *SCD* mRNA levels, measured with microarrays in TT, TC and CC pigs. Although TC individuals display a higher *SCD* mRNA expression than the CC and TT ones, differences are not statistically significant. A similar pattern was found when *SCD* mRNA expression was measured by RNA-seq (Additional file 3). We also analysed the correlation between the expression of the genes regulated by *cis*-eQTL and the phenotypes determined by the QTL to which they map to (Additional file 6). We found that the expression of the *TAF5* gene is significantly correlated with C20:3 and saturated and unsaturated FA contents.

## Discussion

### Significant differences in the mRNA expression profiles of the porcine GM and LD muscles

To the best of our knowledge, no report has been published so far comparing the transcriptomic profiles of two different muscles in pigs. Our differential expression analysis revealed that several loci encoding HOX homeodomain transcription factors (*HOXA9, HOXA10, HOXB6, HOXB7, ARX* and *TBX1*) are DE between the LD and GM muscles. These transcription factors have a well-known role in morphogenesis of developing embryos and, in adult vertebrates, they are involved in a plethora of functions related to cell division and muscle contractility [25]. Similarly, the comparison of the transcriptomic profiles of *gastrocnemius* and *quadriceps* muscles in mouse revealed that several genes involved in embryogenesis (i.e. *DKK3, HOXD8, HOXD9* and *TBX1*) are DE between these two muscles [26]. Moreover, Armstrong et al. [27] compared the expression profiles of nine lamb muscles by RNA-Seq and detected significant gene expression differences in almost all pairwise comparisons. Interestingly, the comparison of *semitendinosus* vs. *supraspinatus* mRNA levels showed that *HOXD8* and *HOXC10* genes are DE in these two muscles. Conceivably, HOX homeodomain transcription factors might play a critical role in the adult skeletal muscle of mice, sheep and pigs by controlling cell identity and differentiation of muscle fiber types.

The microarray analysis of gene expression also revealed that several genes related to the metabolism of glucose and lipids are DE between GM and LD muscles (Additional file 1 and Additional file 2). Consistently, Armstrong et al. [27] compared the transcriptomic profiles of the *semitendinosus*, *semimembranosus* and *longissimus lumborum* muscles vs. *suspraspinatus* and evidenced that carbohydrate metabolism pathways are enriched in the sets of DE genes. According to our results (Additional file 1), the fatty acid binding protein 3 (*FABP3*) mRNA, which encodes a molecule binding and transporting FA towards specific cell compartments [28], is overexpressed in the GM muscle. This finding is significant because it is known that fatty acid binding protein content in most cells is generally proportional to the rates of FA metabolism [28]. Moreover, a polymorphism of the porcine *FABP3* gene has been associated with IMF content and other lipid traits (reviewed in [3, 29]). Two other relevant genes that are downregulated in the GM muscle are the Nemo-like protein kinase (*NLK*), whose variation has been also associated with IMF content in pigs [30], and the nuclear receptor subfamily 2 group F member 1 (*NR2F1*) locus, an inhibitor of lipoprotein assembly in intestinal cells [31]. The protein kinase AMP-activated non-catalytic subunit ß_2_ (*PRKAB2*) gene, which was also downregulated in GM, encodes a subunit of the AMP-activated protein kinase, an enzyme that increases the rate of ß-oxidation of FA in the skeletal muscle [32]. With regard to the glucose metabolism, the solute carrier family 37 member 1 (*SLC37A1*) gene, which is overexpressed in GM, encodes a glucose-6-phosphate antiporter [33]. Glucose-6-phosphate dehydrogenase uses glucose-6-phosphate as a substrate to generate NADPH that can be used in FA biosynthesis [34]. These patterns of differential expression reflect differences in the lipid metabolism of LD and GM, a feature that could explain, at least in part, the higher IMF content of the GM (Additional file 7). Noteworthy, Morales et al. [35] observed differences in the activity of two lipogenic enzymes when comparing the GM and the *semimembranosus* muscles in a sample of Iberian and Landrace pigs.

### A genomic region on SSC6 is associated with intramuscular fat content in both GM and LD muscles

When backfat was used as a covariate to perform the GWAS for IMF content, we did not detect any significant association. In contrast, when we excluded this covariate from the statistical analysis, we found significant associations with IMF content in the GM (1 significant SNP) and LD (4 significant SNPs) muscles in a SSC6 region (146.5–147.7 Mb) which contains the leptin receptor gene (*LEPR*). Such association agrees well with previous studies showing that the polymorphism of the *LEPR* gene is associated with IMF content in Korean native × Yorkshire [36], Landrace × Iberian [37], Duroc × Iberian [38] and Duroc [12] pigs. The binding of leptin, a hormone secreted by the adipose tissue, to its receptor regulates satiety, body weight and the energy balance [39], so it could have potential effects on muscle fat deposition. Indeed, Ros-Freixedes and coworkers showed that the *LEPR* c.1987C > T SNP is associated with plasma leptin concentration, backfat thickness and IMF content in 853 Duroc pigs, suggesting the causal effects of this gene on fat deposition [12].

### A genomic region on SSC14 displays genome-wide significant associations with FA composition traits in both GM and LD muscles

The SSC14 region comprised between 110.9–114.5 Mb encompassed most of the associations observed in our study (Table 2, Fig. 2). In both muscles, marker effect sizes were negative for C18:0 and SFA and positive for C18:1 (n-7) and UFA, suggesting the existence of one causal mutation with opposed effects on both phenotypes or of at least two causal mutations with different effects on these phenotypes. This region had been identified in previous GWAS as associated with IMF composition. Yang et al. [7] carried out a GWAS for FA composition phenotypes and detected associations between SNPs on SSC14 (121 Mb, assembly version *Sscrofa10.2*) and LD C18:0 content in Sutai × (White Duroc × Erhualian) F_2_ pigs, whilst Zhang et al. [11] reported associations of this region with the C18:1(n-9)/C18:0 ratio in a related pig population. The same region was reported by Zhang et al. [10] and Sato et al. [4] as associated with LD C18:0 in Duroc × (Landrace × Yorkshire) crossbred pigs and in Duroc pigs, respectively. Consistently, Ros-Freixedes et al. [12] described that the SSC14 (110–114 Mb, assembly version *Sscrofa11.1*) region is associated with GM and LD C18:1, SFA, monounsaturated FA (MUFA) and the C18:1/C18:0 ratio, whereas Van Son et al. [5] indicated that this very same region displays associations with C16:0, C16:1, C18:0, C18:1(n-9), SFA and MUFA contents in subcutaneous fat. Altogether, these results support the existence of one or several genetic determinants on SSC14 (110.9–114.5 Mb) with multiple effects on muscle FA composition. Interestingly, the annotation of the QTL regions revealed that the SSC14 (110.9–114.5 Mb) region contains, in addition to 33 protein-coding genes, three microRNAs (ssc-miR-436, ssc-miR-146b and ssc-miR-1307) and 4 lincRNA genes (Additional file 4). Studies performed in humans indicate that miR-146b inhibits the proliferation of visceral preadipocytes and stimulates their differentiation [40], while the functions of the lincRNAs are mostly unknown.

In the analysis of candidate genes (Table 3), we have observed that SNPs mapping to the *KCNIP2* (rs320607389, SSC14: 112.86 Mb) and *BLOC1S2* (rs335981556, SSC14: 111.39 Mb) genes show significant associations with LD and GM C18:0 contents. However, the most obvious candidate locus to explain the associations detected in the SSC14 (110.9–114.5 Mb) region is the *SCD* gene, which encodes an enzyme involved in the desaturation of FA. Our results show the existence of significant associations between SNPs mapping to the *SCD* gene and GM and LD C18:0 and SFA (Table 3). Previously, Estany et al. [24] reported that the g.2228 T > C SNP (rs80912566) located in the 5’end of the porcine *SCD* gene is additively associated with the desaturation C18:1/C18:0 ratio in both muscle and subcutaneous fat in Duroc pigs, a result that would be consistent with ours. In a recent study, Fernández et al. [41] analysed the association of the *SCD* genotype and IMF composition in three (Iberian × Landrace) × Landrace, (Iberian × Duroc) × Duroc and (Iberian × Piétrain) × Piétrain backcrosses. These authors showed that the g.2228 T > C (rs80912566) SNP in the 5’end of the *SCD* gene is associated with LD C18:0 (*P*-value = 0.001) and SFA (*P*-value = 5.7 × 10^− 3^) contents but not with C18:1(n-9) content (*P*-value = 0.207) in the Duroc backcross. A similar outcome was obtained in the Piétrain backcross, highlighting the consistency of such results. In the GWAS carried out in the current work, the *ALGA0081091 S*NP, which shows the most significant associations with GM and LD C18:0 and C18:1(n-7), is located on SSC14:111,483,985 bp while the *SCD* g.2228 T > C SNP (rs80912566) maps to 14: 111,461,751 bp. In other words, there are ~ 22 kb between both markers. Sato et al. [4] and Van Son et al. [5] also reported that the SSC14 (120–124 Mb, assembly version *Sscrofa10.2,* 110–114 Mb in the *Sscrofa11.1* assembly) SNPs displaying the most significant associations with FA composition are located ~ 22 kb and 280,389 kb away from the *SCD* g.2228 T > C SNP, respectively, suggesting that *SCD* g.2228 T > C is linked to a yet to be found causal mutation with pleiotropic effects on FA traits.

The analysis of eQTL for 74 genes mapping to the SSC14 (110.9–114.5 Mb) QTL did not reveal any genetic determinant regulating *SCD* mRNA expression (Table 4). We also investigated differences in *SCD* mRNA expression amongst pigs with different g.2228 T > C SNP *SCD* genotypes (Additional file 3) and we did not find significant differences. Fernández et al. [41] compared the expression of the *SCD* mRNA in (Iberian × Duroc) × Duroc pigs with different haplotypes and found that individuals homozygous for the H_1_ *SCD* haplotype (which comprises the TT genotype) had a higher *SCD* mRNA expression in the LD muscle when compared with swine with other haplotypes, but differences were not statistically significant. Similar results were obtained by the same authors when analyzing *SCD* mRNA expression in (Iberian × Piétrain) × Piétrain pigs [41]. The g.2228 T > C SNP maps to the 5’UTR of the *SCD* gene, so it might have effects on the stability or the translatability of the transcript, but this needs to be confirmed with a functional assay.

By combining microarray and RNA-Seq data, we obtained evidence of eQTL regulating the expression of the *BLOC1S2* gene which maps to the SSC14 (110.9–114.5 Mb) QTL (Table 4). The *BLOC1S2* gene encodes a protein that forms part of the BLOC-1 complex, which is involved in the biogenesis and maturation of lysosomes and endosomes [42]. There are increasing evidences that lysosomes have a key role in the processing and sorting of exogenous and endogenous lipids [43]. Another gene of interest is *COX15*, which is involved in the assembly of cytochrome c oxidase, the terminal component of the mitochondrial respiratory chain [44]. The expression of these two genes did not significantly correlate with the phenotypic variation of C18:0, C18:1 (n-7), SFA or MUFA (Additional file 6). This could be due to the fact that the co-localizations detected by us do not have any functional meaning or, more likely, to the complex genomic architecture of these traits, which are determined by the action of multiple genes. On the other hand, there are many examples of genes whose expression levels do not directly correlate with protein levels and even less with protein activity levels. Therefore, although eQTL are an excellent starting point to detect sequence variability associated with gene activity, it is critical to assess also the potential consequences of regulatory polymorphisms with functional assays.

### Several genomic regions on pig chromosomes 2, 5, 9 and 18 show associations with fatty acid traits that are not consistently found inº both muscles

We have also identified several genomic regions i.e. SSC2 (10.6–11.7 Mb), SSC2 (21.9–22.3 Mb), SSC5 (76.2–77.1 Mb), SSC9 (10.4–13.2 Mb) and SSC18 (39.4–42.3 Mb) displaying genome-wide significant associations with LD C17:0, LD C16:1(n-9), GM C16:0, LD C14:0 and GM C20:3(n-3), respectively (Table 2 and Figs. 3 and 4). Amongst these, only the QTL for GM C16:0 on SSC5 and the QTL for GM C20:3(n-3) on SSC18 displayed effect sizes clearly different from zero (Table 2).

The association between SSC9 (10.4–13.2 Mb) and LD C14:0 has been consistently reported in the scientific literature. Sato et al. [4] and Zhang et al. [10] also described associations between SNPs comprised within this region and LD C14:0 content recorded in Duroc swine and Duroc × (Landrace × Yorkshire) crossbred pigs, respectively. Moreover, Zhang et al. [11] showed that this SSC9 region is associated with the C16:1(n-7)/C14:0 ratio in Duroc × (Landrace × Yorkshire) swine. On the other hand, genomic regions on SSC2 (10.6–11.7 Mb) and SSC5 (76.2–77.1 Mb) have been also associated with FA traits in Erhualian and in a meta-analysis comprising five pigs populations, but such associations differ from the ones reported by us with regard to the involved phenotype [11].

Our GWAS should have enough power to detect associations produced by SNPs with moderate to large effects, while SNPs with small effects would be undetectable (Additional file 3). In a similar study based on 331 pigs and a significance threshold of 1 × 10^− 6^, Zhang et al. [45] showed that the power to detect a QTL that explained 5% of the phenotypic variation was ≈23.6%, but it increased to 90% when the QTL explained 10% of the variance. In another study based on half-sib families of 60 individuals and a population size of 500 individuals, Teyssèdre et al. [46] showed that, when assuming h^2^ = 0.3–0.6, QTL explaining 4% of the variance of FA traits could be detected with a power of 80%. In the light of these results and ours, it is reasonable to infer that QTL with modest to large effects can be detected with a population of 300–400 pigs, while the majority of QTL with small effects would be missed.

The detection of different associations for traits recorded in the GM and LD muscles might be due to technical and biological factors. The size of the Duroc population analysed in the current work is modest and the precise quantification of QTL for minority FA can be challenging. Both factors might increase the rate of false negatives (type 2 error), thus generating spurious muscle-specific associations. We aimed to take a further look at this issue by genotyping a panel of selected SNPs mapping to QTL regions and investigating their associations with FA traits in the LD and GM muscles. The genotyping of the rs341329842 (SS5: 77.0 Mb) and rs333018168 (SSC5: 77.4 Mb) SNPs mapping to the *SLC38A1* and *SLC38A4* genes confirmed that they are associated with C16:0 in the GM but not in the LD muscle (Table 2). These two genes are involved in the transportation of glutamine [47], an amino acid that can be used as a substrate for lipogenesis [48], so it would be worth to further explore their role on the genetic determinism of FA composition. We also typed two SNPs, rs321243508 (SSC9:10.3 Mb) and rs328455999 (SSC9:11.3 Mb), which map to the *UVRAG* gene. This locus encodes a key regulator of autophagy [49], a biological process with an important impact on lipid storage [50]. The polymorphism of the *UVRAG* gene was associated with C14:0 in both muscles (Table 3), but the significance of such association was slightly higher for LD (q-value = 0.001) than for GM (q-value = 0.005). It is difficult to evaluate the relative impact of technical and biological factors on the lack of replication of several significant associations found either in LD or in GM. Carbonetto et al. [51] measured the weight of four hindlimb muscles in mice and, by using genotypes obtained with the high-density MegaMUGA SNP panel, they found that 18 and 15 genomic regions showed associations that were shared and non-shared across the four analysed muscles, respectively. In pigs, the existence of muscle-specific genomic associations with FA traits should be further investigated because such phenomenon may have practical implications in the framework of genomic selection schemes aimed to improve IMF composition traits.

## Conclusions

The comparison of the mRNA expression profiles of the LD and GM muscles has demonstrated the existence of significant differences in the mRNA expression of genes involved in the differentiation of muscle cells as well as in carbohydrate and lipid metabolism. This differential expression might be caused by differences in the body location, function and metabolism of the two porcine muscles under study. Performance of a GWAS has revealed an association between a region on SSC14 (110.9–114.5 Mb) and FA composition that happened to be highly significant in both GM and LD muscles. This region also contained *cis*-eQTL for genes with potential connections with lipid metabolism. In contrast, several of the associations reported in our study were not consistently found in both muscles, a finding that could be due to technical (e.g. lack of power) and/or biological factors.

## Methods

### Animal material and phenotype recording

Phenotypes were recorded in 350 barrows from a commercial Duroc line (Lipgen population) distributed in five half-sib families. After weaning, this pig population was transferred to the experimental test station at the Centre de Control Porcí of the Institut de Recerca i Tecnologia Agroalimentàries (IRTA). A detailed description of the experimental population and management conditions can be found in Gallardo et al. [52, 53]. Pigs were slaughtered at around 190 days of age (approximately 122 kg of live weight) following a commercial protocol in compliance with Spanish welfare regulations. Samples (200 g) of GM and LD muscles were taken immediately after slaughter to perform meat analyses at IRTA-Centre of Food Technology. A near infrared transmittance device (NIT, Infratec 1625, Tecator Hoganas, Sweden) was used to determine IMF content in the GM and LD muscles. The measurement of FA composition (C10 to C22 range) in the GM and LD muscles was achieved by gas chromatography of methyl esters [54]. A complete list of the IMF content and composition traits measured in the current experiment is shown in Additional file 7.

### Microarray-based analyses of muscle gene expression

For the current study, mRNA expression in the GM and LD muscles was analysed in 16 pigs chosen at random from the Lipgen population. This sample size should be sufficient to test if both muscles have similar or different transcriptomic profiles. *Gluteus medius* and LD muscle samples were collected from Duroc pigs at slaughter, snap frozen in liquid nitrogen and stored at − 80 °C. Both GM and LD mRNA expression profiles were characterized with the GeneChip Porcine Genome Array (Affymetrix, Inc., Santa Clara, CA). All details about RNA isolation, microarray hybridisation and quality control of expression data are provided in Cánovas et al. [55]. Microarray data describing GM and LD mRNA expression profiles were deposited in the Gene Expression Omnibus (GEO) public repository (GEO accession numbers: GSE19275 and GSE25708). The GeneChip Porcine Genomic arrays (ThermoFisher Scientific, Barcelona, Spain) were also used to measure mRNA expression in GM samples from 103 Duroc pigs (the 16 samples mentioned before plus 87 additional samples) with the aim of performing an eQTL scan. Data pre-processing, background correction, normalization and log-transformation of expression values between samples were carried out by computing a Robust Multi-array Average (RMA) as described by Irizarry et al. [56]. Differential expression between muscles (GM vs. LD) was assessed by following the limma-trend pipeline recommendations [57, 58], where the limma’s empirical Bayes procedure was modified to incorporate a mean-variance trend, modeling the relationship between variance and gene signal intensity. Fold-change (FC) values refer to mean expression levels in GM compared to LD.

Probes showing a |FC| > 1.5 and q-value < 0.05 were considered to be differentially expressed (DE) in the GM vs. LD comparison. Probes showing a significant DE were then translated to gene equivalents by using the Affymetrix porcine annotation data (chip porcine) assembled database [59] and the Biomart database available at Ensembl repositories (https://www.ensembl.org/biomart/martview/). Pathway enrichment analysis and gene ontology annotations were performed upon the more stringent filtering of DE probes (|FC| > 1.5 and q-value < 0.05) using Panther Gene List Classification System (http://www.pantherdb.org).

### Genotyping

Whole-genome genotyping of the 350 Duroc pigs was performed using the Porcine SNP60 BeadChip (Illumina, San Diego, CA) which contains probes for 62,163 single nucleotide polymorphisms (SNPs). Filtering analyses based on the quality of the genotyping results were performed with the GenomeStudio software (Illumina). By using PLINK v. 1.07 [60], we filtered SNPs with minor allele frequencies below 5%, rates of missing genotypes above 10% or showing highly significant departures from the Hardy-Weinberg expectation (threshold set at a *P*-value of 0.001). The SNPs that did not map to the porcine reference genome (*Sscrofa11.1* assembly) and those located in sexual chromosomes were also excluded from further analyses. After these filtering steps, a subset of 32,784 SNPs were used as markers in the genome-wide association study (GWAS).

Additionally, 12 SNPs mapping to the solute carrier family 38 member 1 (*SLC38A1,* rs341329842) and member 4 (*SLC38A4,* rs333018168), UV radiation resistance associated (*UVRAG,* and rs328455999), biogenesis of lysosomal organelles complex 1 subunit 2 (*BLOC1S2*, rs335981556), potassium voltage-gated channel interacting protein 2 (*KCNIP2,* rs320607389) and stearoyl-CoA desaturase (*SCD,* rs335981556, rs698797651, rs323081995, rs80912566, rs342182479, rs45434498 and rs713641545) genes were genotyped in the Veterinary Service of Molecular Genetics (http://svgm.es/ca/Home) of the Universitat Autònoma de Barcelona by using a QuantStudio 12 K Flex real-time PCR instrument (Thermo Fisher Scientific). Primers are listed in Additional file 8. These SNPs were identified by taking into account the whole-genome sequencing of the five parental boars (our unpublished data) as well as by the RNA-Sequencing of 52 pigs selected from the population of 350 offspring individuals [23]. Polymorphisms were selected according to their co-localization with the QTL identified in the current work as well as by their potential effect on gene function (SNPs at splice sites or causing amino acid substitutions were prioritized). We also prioritized SNPs that were segregating in our resource Duroc population.

### Genome-wide and gene-centric association analyses with intramuscular fat phenotypes

Statistical methods employed in the current work have been previously reported by González-Prendes et al. [61]. In this way, mixed-model association analyses were carried out with the Genome-wide Efficient Mixed-Model Association (GEMMA) software, developed by Zhou and Stephens [62]. This method corrects population structure by considering the relatedness matrix, which is built by taking into account all genome-wide SNPs as a random effect. We used the following statistical model to estimate each SNP effect on IMF content and composition traits:

1 $$ \boldsymbol{y}=\mathbf{W}\boldsymbol{\upalpha } +\mathbf{x}\ \updelta +\mathbf{u}+\boldsymbol{\upvarepsilon} $$

where ***y*** is the vector of phenotypic values for all individuals; **W** is a matrix including a column of 1 s, the incidence of fixed effects (batch of fattening, with 4 categories) plus a covariate that depends on the trait: (1) IMF content in GM (for FA traits measured in the GM muscle), (2) IMF content in LD (for FA traits measured in the LD muscle), (3) backfat thickness (for IMF content measured in GM and LD); **α** is a vector of the corresponding fixed effects that includes the intercept, the batch effects and the regression coefficient on the covariate; **x** is a vector of marker genotypes in each individual; **δ** is the effect size of the marker (allele substitution effect); **u** is a vector of random individual genetic effects with a n-dimensional multivariate normal distribution **u** ∼ N (**0**, λ *τ*^− 1^ **K**), being *τ*^− 1^ the variance of the residual error, **λ** is the ratio between the two variance components and **K** a known relatedness matrix derived from SNP genotypes; and **ε** is the vector of errors. The statistical relevance of the systematic environmental sources of variation and the covariates were previously corroborated by Gallardo et al. [52] and Casellas et al. [63]. In this study, QTL were defined as those genomic regions containing at least 2 SNPs significantly associated with a given IMF content or composition trait. Correction for multiple testing was implemented with a false discovery rate (FDR) approach [64]. The gene-centric association analysis for the *SLC38A1, SLC38A4, UVRAG, BLOC1S2, KCNIP2* and *SCD* loci was performed with GEMMA by using the same methods reported above. The power of the GWAS to detect associations in a population of 350 Duroc pigs was evaluated with the Genetic Power Calculator software [22]. We assumed equal allele frequencies between an unobserved causal variant and an observed genotype in our panel of SNPs under two different scenarios of linkage disequilibrium (r^2^ = 0.6 and r^2^ = 0.8). The type I error rate (α) was fixed to α = 0.00005 (equivalent to a q-value = 0.05 in our associations test). The effect size of the SNP (β) expressed in standard deviations (we assumed a normal distribution) and a minor allele frequency (MAF) equal to 0.35 were taken into account to calculate the variance explained by the causal variant in the population (q^2^ = β^2^*MAF).

### Performance of genome-wide and gene-centric association analyses with gene expression phenotypes

We performed a genome scan to identify potential *cis*-eQTL regulating the expression of 74 genes mapping to QTL determining IMF traits recorded in the GM muscle by using a previously reported methodology [61]. Gene expression phenotypes were determined with microarrays, as reported above. Official gene names and positions of each probe included in the GeneChip Porcine Genomic array (ThermoFisher, Barcelona, Spain) were identified in the BioMart database [65]. The statistical model assumed in the GEMMA analysis was the same reported in the previous section. However, the vector of fixed effects **α** and its corresponding incidence matrix **W** included not only the batch of fattening (with 4 categories) but also a “laboratory” fixed factor (two levels) because microarray data were generated in two different laboratories. Correction for multiple testing was implemented with the FDR approach mentioned above [64]. The threshold of significance in the analysis of *cis-*eQTL was established in accordance with previously reported criteria [61]. We considered that two QTL and eQTL co-localize when there is at least an overlap of 1 base pair between the genomic regions containing them. The set of *cis*-eQTL identified with the methods reported above were independently confirmed by using RNA-Seq data from 52 of the 103 pigs employed in the current experiment. The methods involved in the RNA-Seq experiment have been reported by Cardoso et al. [23].

Additionally, we evaluated the effects of g.2228 T > C SNP *SCD* genotypes over the *SCD* mRNA expression (measured with microarrays and RNA-Seq) with a linear model considering the batch and lab effects. The significance of mean differences between TT, TC and CC genotypes were assessed with a Student’s t-test [66].

## Additional files

Additional file 1: **Table S1.** List of genes differentially expressed between the *gluteus medius* and *longissimus dorsi* muscles (|FC| > 1.5; q-value< 0.05).

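Table S1 gives for each probe its gene names from 2 annotation sources, the log2 of the fold-change of GM over LD, the nominal p and the q-value, all of them the paper's. On the 19 LD arrays, 98 of its 106 probes were above background on every array, 7 on some and 1 on none. The 29 probes that are higher in GM by the sign in this table include those of *HOXA9*, *TYROBP*, *MRC1* and *ACTG2*, and 23 of them were above background on every LD array. The 77 probes that are higher in LD by that sign include those of *HSPH1*, *CSRP3* and *PRKAB2*, and for 75 of them this was so.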

Additional file 2: **Table S2.** Pathway Enrichment for genes differentially expressed between the *gluteus medius* and *longissimus dorsi* muscles (|FC| > 1.5; q-value < 0.05).

Additional file 3: **Figure S1.** Genetic Power Calculator plots showing the power of the GWAS analysis (x-axis) for a population of 350 Duroc pigs. The effect size (from 0 to 0.35) is plotted in the y-axis. We have assumed an allele frequency of 0.35 and two potential r^2^ values (0.6 and 0.8) between the unknown causal mutation and the marker SNP. **Figure S2.** Boxplots depicting the mRNA expression levels of 5 cis-eQTL regulated genes measured with RNA-Seq and microarrays in the *gluteus medius* muscle of 52 and 103 Duroc pigs, respectively. Means were compared with a Student’s t- test: *P*-value > 0.05 (ns); *P*-value ≤0.05 (*); *P*-value ≤0.01 (**); *P*-value ≤0.001 (***) and *P*-value ≤0.0001 (****). **Figure S3.** Least square means of the stearoyl-CoA desaturase (*SCD*) mRNA expression levels measured with microarrays (TT, *N* = 4; TC, *N* = 20 and CC, *N* = 18) and RNA-Seq (TT, N = 4; TC, N = 20 and CC, N = 18) in the *gluteus medius* muscle of Duroc pigs with known genotypes for a polymorphism located in the 5’end of the porcine *SCD* gene (g.2228 T > C). Means were compared with a Student’s t- test. Although in both analyses CT pigs show a higher *SCD* mRNA expression than the CC and TT ones, differences are non-significant (ns).

Additional file 4: **Table S3.** List of microRNA and long intergenic non-coding RNA genes mapping to the SSC14 QTL identified in the current work.

Additional file 5: **Table S4.** Genes located within QTL regions retrieved from the list of genes showing differential expression between the *gluteus medius* and *longissimus dorsi* muscles at different thresholds of fold-change (FC) and statistical significance.

Additional file 6: **Table S5.** Correlations between the expression of genes regulated by *cis*-eQTL and the variation of phenotypes determined by QTL co-localizing with the corresponding *cis*-eQTL (the statistical significance of the correlation is expressed as a *P*-value between parentheses).

Additional file 7: **Table S6.** Means and standard deviations (SD) of intramuscular fat and composition traits recorded in two porcine muscles (*N* = 350).

Additional file 8: **Table S7.** Primer sequences used in the amplification of SNPs mapping to candidate genes located within QTL regions associated with fatty acid composition traits.

## Abbreviations

|FC|: Absolute value of the fold-change
bp: Base pair
DE: Differentially expressed
e.g.: For example
eQTL: Expression QTL
FA: Fatty acids
GEMMA: Genome-wide Efficient Mixed-Model Association
GEO: Gene Expression Omnibus
GM: *Gluteus medius*
GWAS: Genome-wide association analysis
i.e.: In other words
IMF: Intramuscular fat
Kb: Kilobase pairs
LD: *Longissimus dorsi*
lincRNA: Long intergenic noncoding RNA
Mb: Megabase pairs
mRNA: Messenger RNA
QTL: Quantitative trait loci
r_P_: Phenotypic correlation
SNP: Single nucleotide polymorphism
SSC: Porcine chromosome
δ_GM_: Marker effect size for traits measured in the *gluteus medius* muscle
δ_LD_: Marker effect size for traits measured in the *longissimus dorsi* muscle

# Supplementary material for: Comparing the mRNA expression profile and the genetic determinism of intramuscular fat traits in the porcine gluteus medius and longissimus dorsi muscles
**Source:** BMC Genomics. 2019 Mar 4;20:170. doi: 10.1186/s12864-019-5557-9

Figure S1. Genetic Power Calculator plots showing the power of the GWAS analysis (y-axis) for a population of 350 Duroc pigs. The effect size (from 0 to 0.35) is plotted in the y-axis. We have assumed an allele frequency of 0.35 and two potential r^2^ values (0.6 and 0.8) between the unknown causal mutation and the marker SNP.

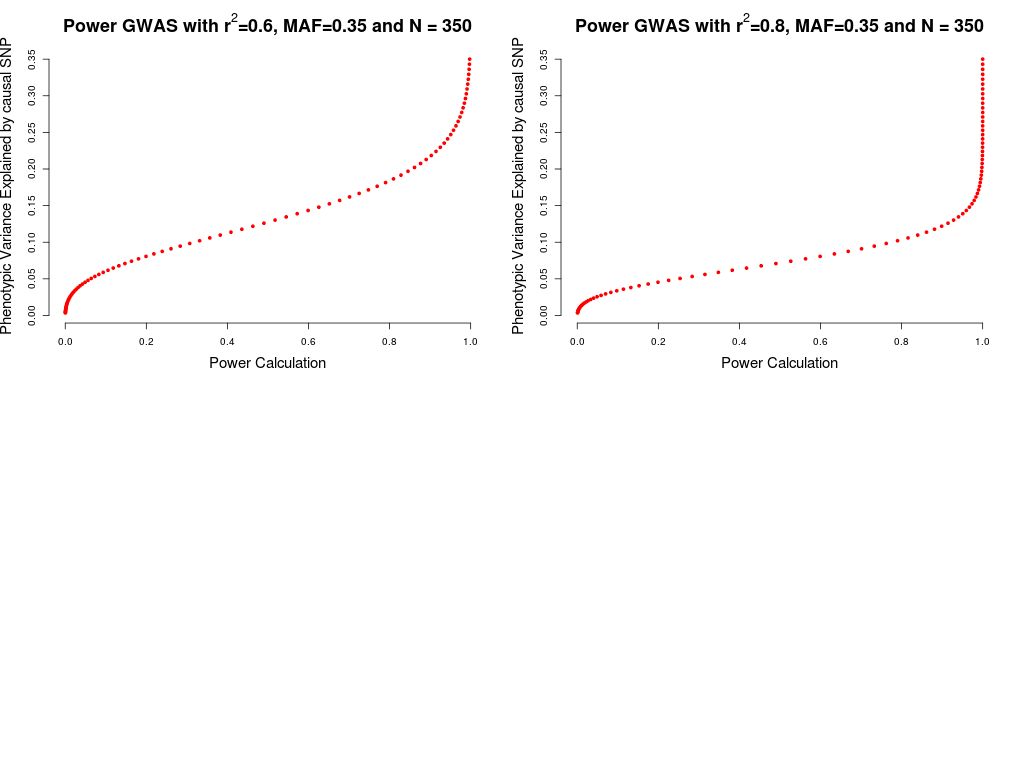

Figure S2. Boxplots depicting the mRNA expression levels of cis-eQTL regulated genes measured with RNA-Seq and microarrays in the *gluteus medius* muscle of 52 and 103 Duroc pigs, respectively. Means were compared with a Student’s t- test: *P*-value > 0.05 (ns); *P*-value ≤ 0.05 (*); *P*-value ≤ 0.01 (**); *P*-value ≤ 0.001 (***) and *P*-value ≤ 0.0001 (****).

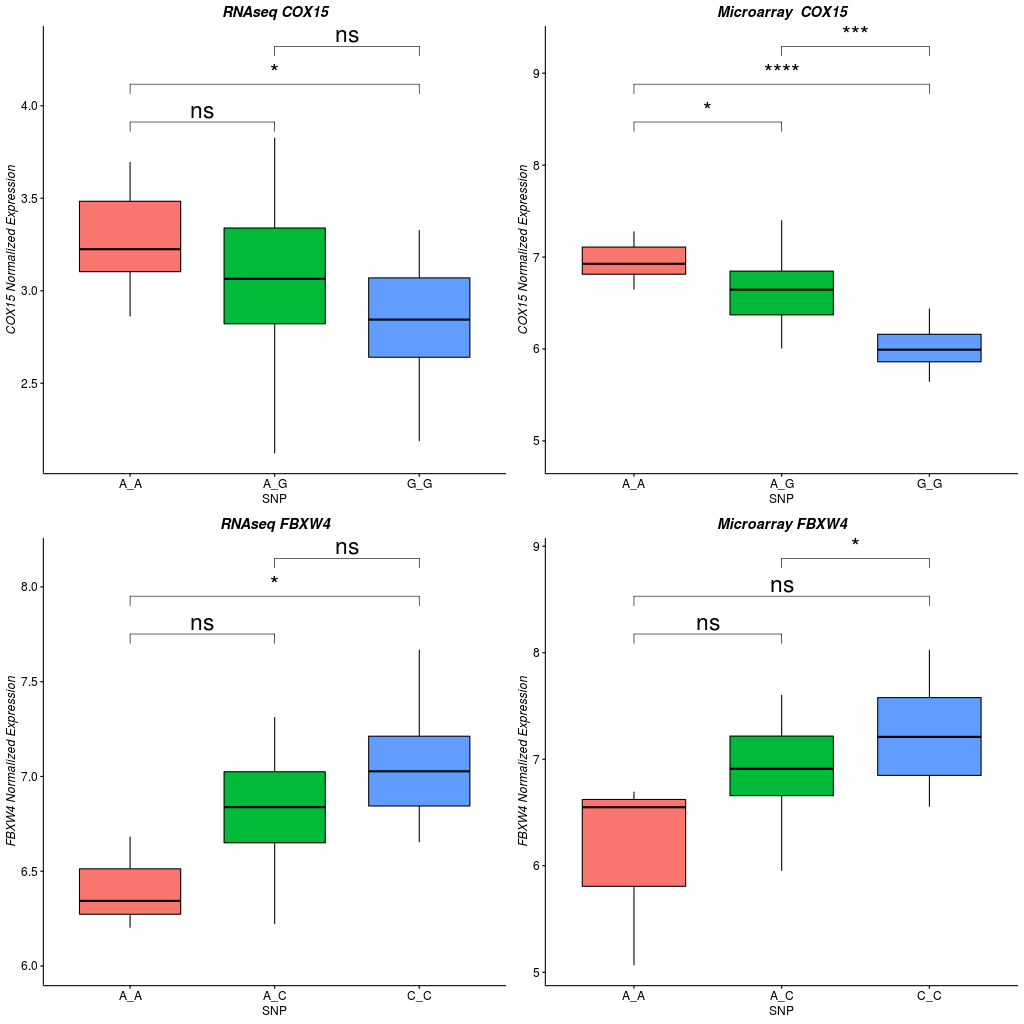

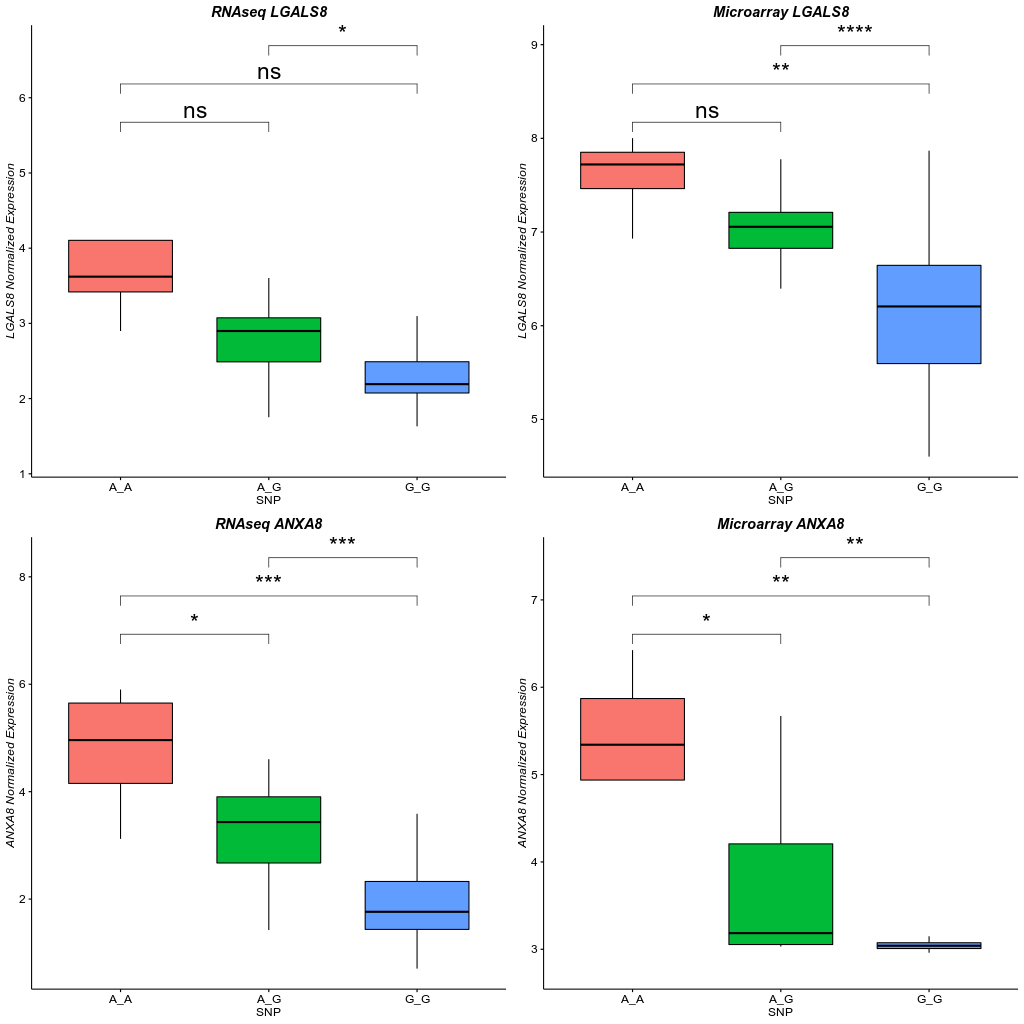

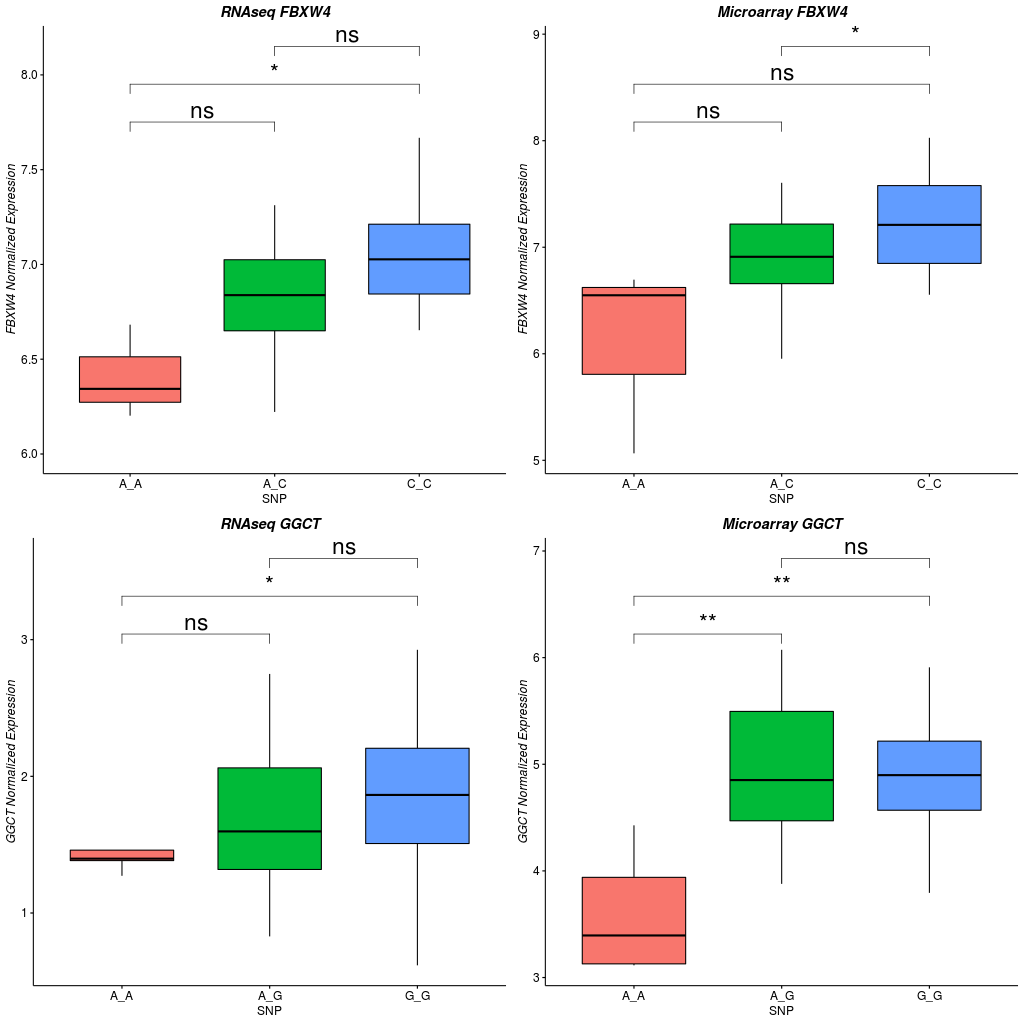

Figure S3. Least square means of the stearoyl-CoA desaturase (*SCD*) mRNA expression levels measured with microarrays (TT, N=4; TC, N=20 and CC, N=18) and RNA-Seq (TT, N=4; TC, N=20 and CC, N=18) in the *gluteus medius* muscle of Duroc pigs with known genotypes for a polymorphism located in the 5’end of the porcine *SCD* gene (g.2228T > C). Means were compared with a Student’s t- test. Although in both analyses CT pigs show a higher *SCD* mRNA expression than the CC and TT ones, differences are non-significant (ns).

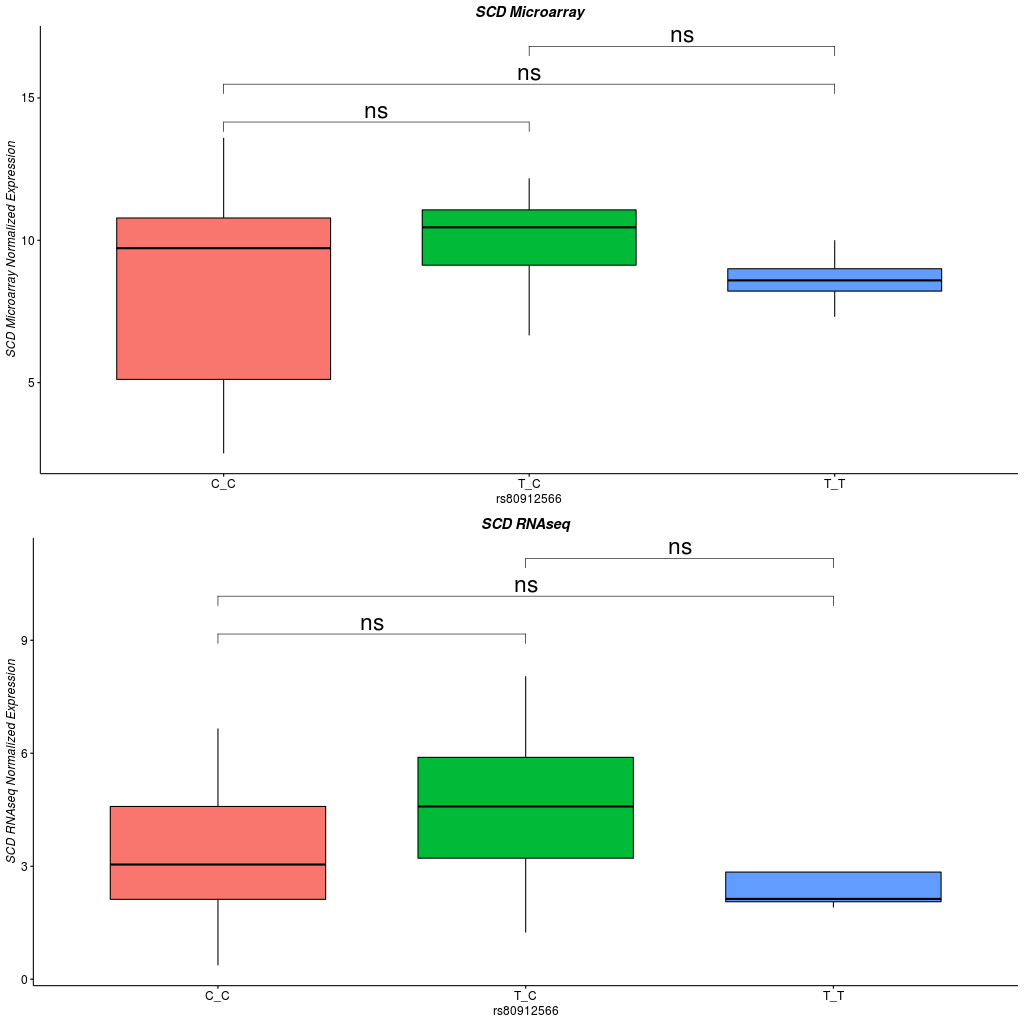

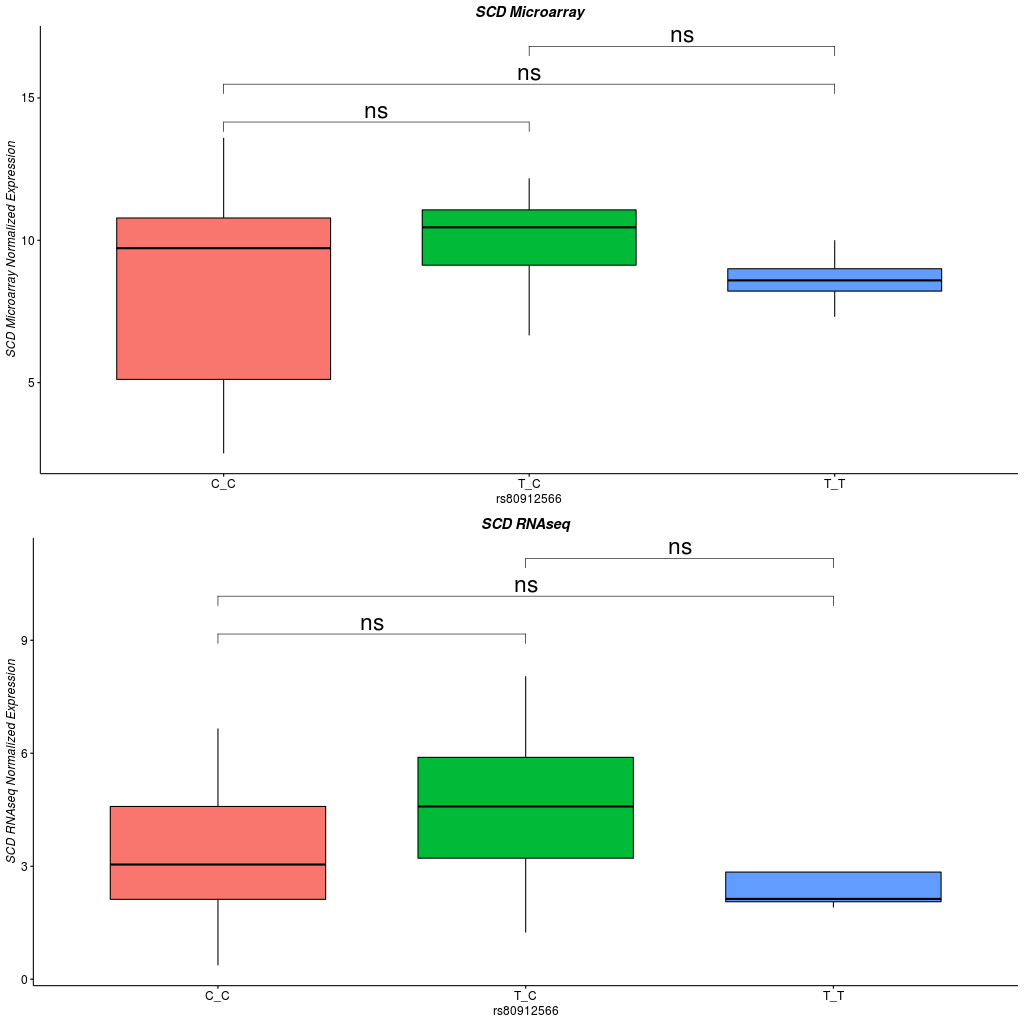

**Supplement:** Supplementary file 3 — Figure S1. Genetic Power Calculator plots showing the power of the GWAS analysis (x-axis) for a population of 350 Duroc pigs. The effect size (from 0 to 0.35) is plotted in the y-axis. We have assumed an allele frequency of 0.35 and two potential r2 values (0.6 and 0.8) between the unknown causal mutation and the marker SNP. Figure S2. Boxplots depicting the mRNA expression levels of 5 cis-eQTL regulated genes measured with RNA-Seq and microarrays in the gluteus medius muscle of 52 and 103 Duroc pigs, respectively. Means were compared with a Student’s t- test: P-value > 0.05 (ns); P-value ≤0.05 (*); P-value ≤0.01 (**); P-value ≤0.001 (***) and P-value ≤0.0001 (****). Figure S3. Least square means of the stearoyl-CoA desaturase (SCD) mRNA expression levels measured with microarrays (TT, N = 4; TC, N = 20 and CC, N = 18) and RNA-Seq (TT, N = 4; TC, N = 20 and CC, N = 18) in the gluteus medius muscle of Duroc pigs with known genotypes for a polymorphism located in the 5’end of the porcine SCD gene (g.2228 T > C). Means were compared with a Student’s t- test. Although in both analyses CT pigs show a higher SCD mRNA expression than the CC and TT ones, differences are non-significant (ns).

# Supplementary material for: Comparing the mRNA expression profile and the genetic determinism of intramuscular fat traits in the porcine gluteus medius and longissimus dorsi muscles
**Source:** BMC Genomics. 2019 Mar 4;20:170. doi: 10.1186/s12864-019-5557-9
**Supplement:** Supplementary file 6 — Table S5. Correlations between the expression of genes regulated by cis-eQTL and the variation of phenotypes determined by QTL co-localizing with the corresponding cis-eQTL (the statistical significance of the correlation is expressed as a P-value between parentheses).

Table S5. Correlations between the expression of genes regulated by *cis*-eQTL and the variation of phenotypes determined by QTL co-localizing with the corresponding *cis*-eQTL (the statistical significance of the correlation is expressed as a *P*-value between parentheses).

| **Ensembl ID** | **Gene Symbol** | **C18:0** | **C18:1(n7)** | **C20:3** | **SFA** | **UFA** |
| --- | --- | --- | --- | --- | --- | --- |
| ***ENSSSCG00000010555*** | *HIF1AN* | -0.0679 (0.4956) | -0.0936 (0.3469) | - | -0.0643 (0.5185) | 0.0643 (0.5185) |
| ***ENSSSCG00000010370*** | *ANXA8* | -0.1241 (0.2116) |  | - | - | - |
| ***ENSSSCG00000010551*** | *BLOC1S2* | -0.1080 (0.2777) | 0.0879 (0.3773) | - | 0.1073 (0.2805) | -0.1073 (0.2805) |
| ***ENSSSCG00000010146*** | *LGALS8* | -0.0735 (0.4606) |  | - | - | - |
| ***ENSSSCG00000010541*** | *COX15* | 0.0489 (0.6235) | 0.0176 (0.8597) | - | 0.1366 (0.1690) | -0.1366 (0.1690) |
| ***ENSSSCG00000016679*** | *GGCT* | - | - | 0.0974 (0.3278) | - | - |
| ***ENSSSCG00000016685*** | *WIPF3* | - | - | 0.1208 (0.2243) | - | - |
| ***ENSSSCG00000010571*** | *ARMH3* | -0.0985 (0.3223) | 0.1440 (0.1468) | - | 0.0673 (0.4993) | -0.0673 (0.4993) |
| ***ENSSSCG00000010566*** | *FBXW4* | 0.0117 (0.9068) | 0.0780 (0.4335) | - | 0.1074 (0.2804) | -0.1074 (0.2804) |
| ***ENSSSCG00000037575*** | *FKBP14* | - | - | 0.1190 (0.2311) | - | - |
| ***ENSSSCG00000040337*** | *AK4* | - | - | - | - | - |
| ***ENSSSCG00000033190*** | *AQP1* | - | - | **-0.1830 (0.0643)** | - | - |
| ***ENSSSCG00000010570*** | *KCNIP2* | 0.0177 (0.8590) | 0.0235 (0.8139) | - | -0.1234 (0.2143) | 0.1234 (0.2143) |
| ***ENSSSCG00000010597*** | *TAF5* | -0.0042 (0.9661) | -0.1036 (0.2978) | **0.2672 (0.0064)-** | **0.2691 (0.0060)** | **-0.2691 (0.0060)** |
| ***ENSSSCG00000010151*** | *LYST* | 0.0521 (0.6012) | - | - |  |  |

# Supplementary material for: Comparing the mRNA expression profile and the genetic determinism of intramuscular fat traits in the porcine gluteus medius and longissimus dorsi muscles
**Source:** BMC Genomics. 2019 Mar 4;20:170. doi: 10.1186/s12864-019-5557-9
**Supplement:** Supplementary file 7 — Table S6. Means and standard deviations (SD) of intramuscular fat and composition traits recorded in two porcine muscles (N = 350).

Table S6. Means and standard deviations (SD) of intramuscular fat and composition traits recorded in two porcine muscles (N = 350).

| **Phenotype (%)** | **Symbol** | | ***longissimus dorsi* muscle** | ***gluteus medius* muscle** | |
| --- | --- | --- | --- | --- | --- |
|  |  |  | **Mean ± SD** | **Mean ± SD** | |
| **Intramuscular fat** | **IMF** | | **3.91±1.53** | **5.2±2.05** | |
| **Saturated FA** | **SFA** | | **37.11 ± 2.41** | **36.47 ± 2.07** | |
| Capric | C10:0 | | 0.10 ± 0.07 | 0.11 ± 0.06 | |
| [Lauric](https://en.wikipedia.org/wiki/Lauric_acid) | C12:0 | | 0.09 ± 0.04 | 0.09 ± 0.04 | |
| Myristic | C14:0 | | 1.37 ± 0.27 | 1.39 ± 0.23 | |
| Palmitic | C16:0 | | 23.47 ± 1.64 | 23.23 ± 1.42 | |
| Margaric | C17:0 | | 0.21 ± 0.08 | 0.27 ± 0.16 | |
| Stearic | C18:0 | | 11.71 ± 1.22 | 11.21 ± 1.13 | |
| Arachidic | C20:0 | 0.18 ± 0.07 | | | 0.17 ± 0.12 |
| **Unsaturated FA** | **UFA** | | **62.89 ± 2.41** | **63.53 ± 2.07** | |
| **Monounsaturated FA** | **MUFA** | | **43.29 ± 5.65** | **43.19 ± 4.9** | |
| Palmitoleic | C16:1 (n-7) | | 2.98 ± 0.59 | 2.82 ± 0.49 | |
| Palmitelaidic | C16:1 (n-9) | | 0.24 ± 0.04 | 0.28 ± 0.05 | |
| Heptadecenoic | C17:1 | | 0.17 ± 0.06 | 0.21 ± 0.06 | |
| Octadecenoic | C18:1 (n-7) | | 4.29± 0.34 | 4.06±0.31 | |
| Oleic | C18:1 (n-9) | | 34.96 ± 5.16 | 35.13 ± 4.48 | |
| Gondoic | C20:1 | | 0.66 ± 0.16 | 0.68 ± 0.14 | |
| **Polyunsaturated FA** | **PUFA** | | **19.6 ± 7.35** | **20.35 ± 6.04** | |
| Linoleic | C18:2 | | 14.12 ± 5.09 | 14.93 ± 4.1 | |
| α-Linolenic | C18:3 (n-3) | | 0.48 ± 0.09 | 0.62 ± 0.1 | |
| Eicosadienoic | C20:2 (n-6) | | 0.41 ± 0.1 | 0.53 ± 0.14 | |
| Eicosatrienoic | C20:3 (n-3) | | 0.14 ± 0.09 | 0.18 ± 0.17 | |
| Arachidonic | C20:4 | | 3.52 ± 1.8 | 3.18 ± 1.55 | |
| Eicosapentaenoic | C20:5 | | 0.16 ± 0.12 | 0.18 ± 0.14 | |
| Docosahexaenoic | C22:6 | | 0.12 ± 0.1 | 0.12 ± 0.12 | |
| **Omega-3 FA** | **FA n-3** | | **0.91 ± 0.29** | **1.10 ± 0.34** | |
| **Omega-6 FA** | **FA n-6** | | **18.69 ± 7.12** | **19.25 ± 5.81** | |
| **Omega-6 to -3 ratio** | **n-6/n-3** | | **20.43 ± 4.71** | **17.82 ± 3.86** | |

How the deposited data were processed for this re-analysis (not part of the article)

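Gene expression was measured in the longissimus dorsi muscle (LD; longissimus thoracis et lumborum in the sample labels) of 19 Duroc pigs of 190 days of age with the Affymetrix porcine array, with 1 array per animal. The labels assign 10 pigs to a high (LD HIGH) and 9 to a low (LD LOW) fattening group and give no batch, family or scan date per pig. The GM arrays, and with them the comparison of GM with LD and the eQTL scan, were not analysed here. The deposited values are log2 signals per probe set, which the authors made from the scans with GCRMA (version not given in the sources used here), so background correction, normalization and summary were already done. A second deposited table holds 4268 of these probe sets, 30 of them controls, with log2 values identical to those of the first; how the authors chose them is not given in the sources used here.

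Of the 24114 probe sets, 115 controls were left out of the tests and 23999 were kept with no filter on level. Genes were named from the platform annotation, in which 10069 tested probe sets have 1 gene symbol, 198 have several and 13732 have none; 45 of the last were named through the paper's Table S1, and no gene was named from a probe set with several symbols. Of the probe sets with 1 symbol, 9961 were matched by Entrez identifier to the RefSeq annotation of Sscrofa11.1, which gave the positions. Array medians ran from 3.43 to 3.59 and no 2 arrays held identical values. The number of arrays limits the precision, and signals near the 17 tag control probe sets (mean 2.11) say little about expression.

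LD HIGH and LD LOW were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend, as in the paper), with Benjamini-Hochberg adjustment over the 23999 probe sets and a threshold of 0.05 on the adjusted p, with and without a fold over 1.5. The procedure was tested on simulated data in which 200 of the 23999 probe sets were changed in 10 against 9 arrays. It recovered 38.8% of 67 changed by 1.5-fold, 80.6% of 67 changed by 2-fold and 95.5% of 66 changed by 3-fold. Of 150 calls 7 were unchanged probe sets. The changed probe sets were drawn from those above the median level, and the noise was independent between probe sets. The real arrays share variation across probe sets, so these rates need not hold for them or for dimmer probe sets. Gene lists were tested with camera at a preset correlation of 0.01, each gene by its probe set with the highest mean over all arrays, with adjustment over 18 lists: adipocyte markers, fatty acid and triglyceride synthesis, fatty acid uptake and oxidation, glycolysis and glycogen, oxidative phosphorylation, slow muscle fibre, fast muscle fibre, HOX and patterning transcription factors, macrophage, lymphocyte, endothelial, and smooth muscle and pericyte markers, fibroblast and extracellular matrix, blood cell haemoglobin, heat shock and protein folding stress, proteasome and ubiquitin ligase atrophy genes, nerve and neuromuscular junction, and the paper's candidate and cis-eQTL genes. A gene without a named probe set was left out of its list. Tested were 14 of 19 adipocyte markers, 13 of 45 HOX and patterning genes, 6 of 17 nerve genes and 10 of 19 candidate and cis-eQTL genes. The 29 GM-higher and 77 LD-higher probes of Table S1, so called by the sign in that table, were tested with camera in the same way and adjusted over these 2 lists. The lists, these tests and the alternatives named below were chosen before the data were examined. Chosen after were the group tests of scores, the leading component, the covariates in the probe and list tests, and the bootstrap. So were the GM-higher list without immune, endothelial and smooth muscle genes, and the *ORMDL1* probe counted as GM-higher, as in Table 1. The adjustment of a score's difference for the 3' minus 5' signal described below, with its criterion, was set out beforehand. Also chosen before was the rule for named genes: every gene that the paper names as differing between GM and LD in its text, Table 1 or Table S4, those genes of LD HIGH against LD LOW past the threshold and, where fewer than 10 pass in a direction, the 5 with the smallest p, and up to 4 members of each list with the smallest p. The paper's own values for its genes were known when this rule was written. The values of 1 gene that the rule selects are not reported here.

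Scores per pig are means of z-scores of a list, and their group differences were tested by exact permutation over the 92378 splits of 19 pigs into 10 and 9. The part of a score's difference that a covariate carries was given an interval from 10000 bootstrap draws of pigs within groups. Relations across pigs were tested by permutation (100000 resamples, or exact where a group had 9 pigs) and adjusted over 6 relations. The spread between pigs of Table S1 probes was set against 10000 random lists matched on level in 20 bins. RNA integrity was read from the 3' minus 5' log2 signal of 3 control transcripts (actin, EF1A and GAPDH). The count of results as large under other splits used 100 splits, the real one included. The alternatives were a filter at the median level, the probes of the authors' filtered table, no variance trend, quantile normalization, array weights, each array left out, a fold over 1.2, camera with an estimated correlation, fry, every probe of a gene, each group alone and medians in place of means. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the rest.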

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

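The tests of an axis of variation across the array, of the part of a difference that a covariate carries and of group differences in scores per pig were chosen only after the results were seen, and the list tests with a covariate, without cell type genes or with *ORMDL1* turned were added after the first results; the other tests of this part were set out first.

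Single arrays stood apart from the rest of their group in 7 of 80 groups of values examined, where chance gives about 4. LD HIGH replicate 1536 had the highest array median of its group (3.59, the other 9 at 3.47 ± 0.03) and the lowest *HOXB6* signal (2.98). In LD LOW, *SLC37A1* was at 5.34 in replicate 1550, *COA3* at 9.38 in replicate 2157 (the other 8 pigs 8.60 ± 0.20) and *ACTN2* at 11.53 in replicate 1918 on 1 of its 2 probes. *OAT* was at 8.03 in LD HIGH replicate 1903. The 3' minus 5' signal of the control transcripts was 1.61 in LD LOW replicate 1444, where the other 8 pigs had 1.00 ± 0.15.

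The paper does not compare LD HIGH with LD LOW, so the gene groups that differed between them come from data it did not analyse, and 5 of 18 lists passed in camera. As many passed in 31 of 100 splits of the pigs (highest of the others 10), so chance is not excluded for that number. The macrophage markers were lower in LD HIGH (13 of 15 members lower, 6 of 10 LD HIGH pigs below the LD LOW mean of the score, median log2 difference -0.16, adjusted p = 0.0320, and adjusted p = 0.524 with an estimated correlation). The glycolysis and glycogen genes were lower (14 of 17 lower, 7 of 10 LD HIGH pigs below that mean, median -0.07, adjusted p = 0.0325, and adjusted p = 0.516 with an estimated correlation). Of the paper's 19 candidate and cis-eQTL genes 10 had a named probe, and these were higher (7 of 10 genes higher, 10 of 10 LD HIGH pigs above that mean, median 0.15, adjusted p = 0.0320, and adjusted p = 0.0888 with an estimated correlation). The medians depended on single pigs. That of the macrophage markers was -0.26, -0.29, -0.09 and -0.09 without LD HIGH replicates 1452, 1533, 1619 and 8697 and -0.33 without LD LOW replicate 1444, and that of the glycolysis genes was -0.04 without LD HIGH replicate 8697. That of the candidate genes was 0.04, 0.08, 0.06, 0.04 and 0.10 without LD HIGH replicates 1452, 1468, 1612, 1619 and 8697 and 0.08 without LD LOW replicate 1918.

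The lists of probes that the paper finds between muscles were also shifted between fattening groups within LD, although 0 of their probes passed singly (3 of 29 and 7 of 77 had an unadjusted p under 0.05): 26 of the 29 GM-higher probes were lower in LD HIGH (median log2 difference -0.26, adjusted p = 7.99e-06) and 63 of the 77 LD-higher probes were higher (median 0.20, adjusted p = 8.35e-11), lists that the paper chose partly on these arrays. With an estimated correlation the 29 GM-higher probes had an adjusted p = 0.0342 and the 77 LD-higher probes an adjusted p = 0.0881, which does not pass. Within groups the mean pairwise r was 0.095 for the GM-higher and 0.30 for the LD-higher probes, above the preset 0.01. The p at the preset correlation thus overstate the evidence, and the probes of a list do not count as independent. For each of these lists 8 of 10 LD HIGH pigs lay beyond the LD LOW mean in that direction. Without LD HIGH replicate 1536 the median of the LD-higher probes was 0.31. With the *ORMDL1* probe counted as GM-higher, as the sign in Table 1 has it, 26 of 30 probes were lower (adjusted p = 7.49e-05) and 62 of 76 higher (2.45e-10) at the preset correlation. A camera p as small for the GM-higher probes came from 3 of 100 splits (real p 7.99e-06, smallest of the others 1.09e-06). That count is low but was not adjusted over the lists, so chance is not excluded. For the LD-higher probes a p as small came from 22 of 100 (real p 4.17e-11, smallest of the others 1.57e-21), so chance stays open. Without *TYROBP*, *ACTG2*, *MRC1*, *F13A1*, *SRGN* and *ACKR1*, the 23 remaining GM-higher probes kept a median of -0.27 (camera p = 3.14e-07 at the preset correlation). The shift is thus not confined to these genes, but whether immune and vascular cells are a source cannot be decided from this. Since 26 of 29 probes were lower, leaving these genes out could not turn the median. *ACTG2*, *SRGN* and *ACKR1* were themselves higher in LD HIGH. The leading component of all other probes held 18.7% of the variance and correlated with the Table S1 score at r = 0.946. With it as a covariate, the score's difference fell to 30.5% of its size (0.79 to 0.24, 95% interval -0.06 to 0.54). The part that the component carries has an interval from -17.2% to 153%. Variation shared across the array may thus account for much of the pattern. In camera at the preset correlation the GM-higher probes still passed with this covariate (adjusted p = 0.000545, median -0.05) and the LD-higher probes did not (adjusted p = 0.121). RNA integrity, as read from 3 control transcripts, is argued against as the whole source. The 3' minus 5' signal correlated with the score at r = 0.011 (permutation p = 0.967), its difference between the groups was -0.03 (exact p = 0.741), and it carried at most 14.8% of the score's difference (upper end of the 95% bootstrap interval, lower end -38.3%). The score's difference kept 101.0% of its size with that covariate. Its interval (-0.05 to 1.65) includes 0, so the criterion set beforehand, which asked for an interval excluding 0, was not met. Without the covariate the difference does not pass either (exact p = 0.0578). With the covariate both lists passed in camera at the preset correlation (adjusted p = 9.52e-06 and 4.93e-11). That fit was not run with an estimated correlation, so it adds little. A biological difference between the fattening groups was not tested apart from the leading component.

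The adipocyte markers were higher in LD HIGH (11 of 14 members higher, adjusted p = 0.000352, and adjusted p = 0.0888 with an estimated correlation), with 9 of 10 LD HIGH pigs above the LD LOW mean of the score. The mean log2 difference was 0.35 and the median 0.06 (0.04 without LD HIGH replicate 2144 and 0.04 without LD LOW replicate 1539; 0.42 over the 9 members above the median level of all probes and 0.82 over the 6 in the authors' filtered table), with 7 of the 14 members above background on all arrays, 1 on no array, and the smallest p for *FABP4*, *ADIPOQ*, *DGAT2* and *LIPE*. A camera p as small came from 2 of 100 splits (real p 3.91e-05, smallest of the others 2.72e-05). That count takes no account of the list being 1 of 5 that passed among 18. As many lists passed in 31 of 100 splits, so chance is not excluded. More adipose tissue in some samples would make the markers rise and fall together within groups; their mean pairwise correlation was 0.0959, against a median of 0.03 and a 95th percentile of 0.125 in random lists, so it cannot be told apart from a difference inside muscle cells, with only 7 members above background throughout. A biological difference in fat deposition between the groups, which the labels name, may also underlie the shift and was not tested separately.

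The heat shock and protein folding genes were higher in LD HIGH (17 of 19 members higher, median log2 difference 0.22, adjusted p = 5.93e-10, and adjusted p = 0.103 with an estimated correlation), with 9 of 10 LD HIGH pigs above the LD LOW mean of the score. Within groups the members correlated at a mean pairwise r of 0.36, far above the preset 0.01. The p at the preset correlation thus overstates the evidence, and the members do not count as independent. A camera p as small came from 6 of 100 splits (real p 3.29e-11, smallest of the others 2.40e-16), so chance is not excluded. RNA integrity as the whole source is argued against only if 1 slope holds for both groups. With the 3' minus 5' signal as a covariate the score's difference kept 98.2% of its size (0.61, 95% interval 0.02 to 1.21). That signal carried at most 37.9% of it (upper end of the 95% bootstrap interval). The score and the signal correlated at r = 0.535 in LD HIGH, -0.446 in LD LOW and -0.139 over all pigs, none of which passed by permutation. With opposite signs in the groups, a common slope could remove little. The signal was also outlying in LD LOW replicate 1444. *HSPH1* and *PPID* of this list are also LD-higher probes of Table S1, so the pattern overlaps with that of the muscle lists. A biological difference between the fattening groups may contribute and was not tested separately.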

How the results depend on the processing

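The covariates, the GM-higher list without cell type genes and the turned sign of *ORMDL1* were chosen after seeing the data, as was the rule that a change of sign counts only where the result passes the threshold in either setting; the other alternatives were planned. The number of probes differing between LD HIGH and LD LOW was 0 in every alternative except array weights, with 5 probes both with and without the fold threshold; the cause was not tested. Probes at an unadjusted p under 0.05 numbered 843, 2933 with array weights and 1638 without LD HIGH replicate 1536. The 5 lists past the threshold became 0 with an estimated correlation and 0 with fry, 3 with every probe of a gene and 3 with quantile normalization. With the leading component as a covariate only the adipocyte and heat shock lists of the 5 passed, and the HOX list passed as well (adjusted p = 0.00413). The HOX list also passed with only probes above the median level (0.0455) and with only probes of the authors' filtered table (0.0126), where the glycolysis (0.227) and candidate lists (0.160) lost the call, and it did not pass with an estimated correlation or fry. With array weights oxidative phosphorylation passed (0.0369) and the glycolysis list did not (0.235). List medians moved by over 1.5 times with only probes of the authors' filtered table, for the adipocyte (0.06 to 0.82), macrophage (-0.16 to -0.33), heat shock (0.22 to 0.40), candidate (0.15 to 0.33) and glycolysis lists (-0.07 to -0.10), with only probes above the median level for the adipocyte list (0.42), with every probe of a gene for the adipocyte (0.03) and macrophage lists (-0.07), and with array weights for the adipocyte (0.10), macrophage (-0.35) and LD-higher lists (0.20 to 0.31). With the leading component as a covariate they were 0.12 for the adipocyte, -0.08 for the macrophage, -0.03 for the glycolysis, 0.03 for the candidate and 0.22 for the heat shock list. The number of lists ranged from 2 to 7 with 1 array left out (2 without LD HIGH replicate 1468, 3 without LD HIGH replicate 1612); the cause was not tested. The adipocyte and heat shock lists passed in all 19 such fits, the candidate list in 15, the glycolysis list in 10 and the macrophage list in 9. These fits used only the preset correlation. The candidate list lost the call without LD HIGH replicates 1452, 1468, 1612 and 1619 (adjusted p = 0.245, 0.365, 0.311 and 0.269). The glycolysis list lost it without LD HIGH replicates 1468, 1533, 1536, 1612 and 8697 and LD LOW replicates 1550, 1594, 2172 and 2187 (adjusted p from 0.0541 to 0.201), and the macrophage list without LD HIGH replicates 1468, 1536, 1619, 1903 and 8697 and LD LOW replicates 1539, 1594, 2157, 2187 and 8700 (adjusted p from 0.0565 to 0.125). The fibroblast list passed in 9 of these fits, the smooth muscle list in 5, the proteasome list in 4 and the HOX list in 2. The GM-higher probes passed in all alternatives (adjusted p from 4.13e-07 to 0.000604 with 1 array left out). The LD-higher probes lost the call with an estimated correlation (adjusted p = 0.0881) and fry (0.171), and turned sign with the leading component (0.121); with 1 array left out their adjusted p ranged from 2.89e-18 to 5.80e-06. The spread of Table S1 probes, above all random lists, was at percentile 70.9 within the authors' filtered table, whose random lists have a higher median SD (0.53 against 0.36). *FABP3* and slow fibre genes lost the call within LD HIGH (r = 0.556) and LD LOW (r = 0.453), each with fewer pigs. *SCD* and the adipocyte markers passed in LD LOW (r = 0.735) and, by Pearson only, without 2 pigs (r = 0.557, adjusted p = 0.0316; rho = 0.485, adjusted p = 0.0740). Single lists gave 450 results on the same side of the threshold, 43 weaker and 24 stronger of 517, 29 with the other sign; named probes gave 1816 and 1 stronger (*CCNL2*) of 1817, 12 with the other sign; levels of single probes moved by less than the SD in all 172. No paired analysis was possible because the groups hold different pigs. Signal limits what could be seen for the probes not among the 73.1% whose mean lies above the tag controls.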

Differences from the paper's values

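The paper's comparison used 16 pigs and 19 LD arrays were mapped here, and all of the paper's 106 probes are among those measured. No value of the paper's could be recomputed without the GM arrays. The paper's tables were compared with each other and with the annotation. *ORMDL1* has a positive fold-change in the paper's Table 1 and a log2 fold-change of -0.62 for the same probe in its Table S1. Of the 106 probes of Table S1, 4 have a log2 fold-change smaller in size than 0.585, the log2 of the stated fold threshold of 1.5, the smallest size being 0.581, and all 106 have q-values under 0.05. Table S4 gives *NT5C2* 2 fold-changes, -1.6358 and -1.64069, in its 2 parts, and a start at 124035120 on chromosome 14, where the RefSeq annotation of Sscrofa11.1 has 114062451. It places *TNFRSF1B* on chromosome 14, where RefSeq has chromosome 6. Its start of *HDHD5* on chromosome 5 is 71739300, where RefSeq has 69499891, and that of *EEF1AKMT2* on chromosome 14 is 145686773, where RefSeq has 134134899. *RP9* was not found in the RefSeq table used. Table S4 names no assembly, and its positions of *ACTN2* and *OAT* overlap with those of RefSeq.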

Other observations

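In the contrast of LD HIGH with LD LOW, which the paper does not make, the lipid genes *FABP4*, *ADIPOQ*, *DGAT2* and *LIPE* were among the members of the adipocyte list with the smallest p. *FABP4*, the adipocyte fatty acid binding protein, averaged 10.88 ± 0.31 (SD, n = 10) in LD HIGH and 10.30 ± 0.37 (SD, n = 9) in LD LOW, a log2 difference of 0.58 that passed when adjusted over the list alone (adjusted p = 0.0140 from limma) and not over all probes (0.993). *ADIPOQ*, which encodes adiponectin, differed by 1.39, *DGAT2*, the last enzyme of triglyceride synthesis, by 1.32 and *LIPE*, the hormone-sensitive lipase, by 1.06, each with SDs between 1.12 and 1.34 within groups. CFD, which encodes adipsin and was looked up after the values were seen, differed by 0.09. *DGAT2* is also in the fatty acid synthesis list, and none of the 14 adipocyte genes is in Table S1. *FASN*, of the fatty acid synthesis list, differed by 0.86 with an unadjusted p of 0.121. Among the heat shock genes *HSPH1* differed by 0.68, *PPID* by 0.48, *HSPD1* by 0.37 and *HSPE1* by 0.22. Of the macrophage markers, *CD74*, the invariant chain of antigen presentation, differed by -0.79 (adjusted over the list alone p = 0.0411), *TYROBP* by -0.53, *C1QC* by -0.47 and *C1QA* by -0.40. Among the candidate genes *FKBP14* differed by 0.67 (adjusted over the list alone p = 0.0184) and *LGALS8* by 0.29. Of the glycolysis list *PYGM*, the muscle glycogen phosphorylase, differed by -0.12, *SLC37A1* by -0.46 and *GYS1* by -0.42. *ATP2A1*, the calcium pump of fast fibres, differed by -0.48 (adjusted over the list alone p = 0.0417). Besides these 4 genes, no member of the 18 lists passed when adjusted over its list alone.

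The lists that did not pass in camera at the preset correlation over all probes were fatty acid and triglyceride synthesis (adjusted p = 0.163, 9 of 17 members higher), fatty acid uptake and oxidation (0.685, 14 of 30 higher), oxidative phosphorylation (0.683, 11 of 20 higher), slow muscle fibre (0.540, 3 of 11 higher) and fast muscle fibre (0.393, 4 of 10 higher). The HOX and patterning genes (0.117, 4 of 13 higher), lymphocyte (0.162, 2 of 12 higher), endothelial (0.698, 6 of 13 higher) and smooth muscle markers (0.0744, 8 of 11 higher) did not pass either, although the HOX list passed with only probes above the median level (0.0455), with only probes of the authors' filtered table (0.0126) and with the leading component as a covariate (0.00413), and oxidative phosphorylation passed with array weights (0.0369). Nor did the fibroblast and matrix genes (0.0588, 15 of 19 higher), the haemoglobin genes (0.260, 3 of 4 higher), the proteasome and atrophy genes (0.0744, 10 of 15 higher) and the nerve and junction genes (0.324, 3 of 6 higher). Median, mean and test differed in sign for fatty acid uptake (median -0.01, mean 0.01, test up), slow fibre (median -0.07, mean 0.01, test down) and nerve genes (median 0.01, mean -0.06, test down). Table S1 holds 7 of the 13 HOX list members, 4 of the 15 macrophage, 3 of the 30 fatty acid uptake, 3 of the 15 proteasome 3 of the 6 nerve and 2 of the 19 heat shock list members, and 1 each of the glycolysis, slow fibre, endothelial, smooth muscle and fibroblast lists.

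By single probes, 843 of 23999 had an unadjusted p under 0.05 from limma between LD HIGH and LD LOW, a smaller share than the 0.05 that chance gives on average. As many or more came from 32 of 100 splits of the pigs, the real one included, and 7341 was the most in another split. At an adjusted p under 0.05 from limma 0 differed, and array weights gave 5, of which *CCNL2* is named (log2 difference 1.06 in that fit) and 4 are unnamed here. All 100 splits of the pigs call at least 0 probes, so that number excludes nothing, 98 of them call 0 and 1 split calls 508, which may point to a structure of the samples other than the fattening groups, although what that split separates was not tested. Among probes with 1 gene symbol, the smallest unadjusted p of higher genes belonged to *CES1* (log2 difference 0.71), *PTX3* (0.99), *CCNL2* (0.87), *FABP4* and *FKBP14*, and among lower genes to *AGPAT3* (-0.66), *FAF2* (-0.32), *MFSD6* (-0.48), *LOC100513601* (-0.73) and *CD74*, none of which passed the adjustment. Scores per pig, compared after the list results were seen and without adjustment over scores, gave LD HIGH minus LD LOW differences of 0.42 for the adipocyte markers (exact permutation p = 0.0336), 0.62 for the heat shock genes (exact p = 0.0371), 0.32 for the candidate genes (exact p = 0.00429), -0.34 for the macrophage markers (exact p = 0.300), -0.34 for the glycolysis genes (exact p = 0.193), -0.43 for the GM-higher probes (exact p = 0.0172) and 0.36 for the LD-higher probes (exact p = 0.163).

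Probes that differ between muscles also varied between pigs. The median SD within groups of the 106 probes of Table S1 was 0.53, above all 10000 random lists of the same size and level (median 0.36, highest 0.44), but at the percentile 70.9 of lists drawn from the authors' filtered table.

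Relations of single genes with marker lists were tested across the 19 pigs, with permutation p adjusted over 6 relations, of which 3 passed by both Pearson and rank correlation, 1 by Pearson only and 2 by neither. The mean of *MRC1*, *TYROBP*, *SRGN* and *F13A1* correlated with the other macrophage markers (r = 0.878, raw p = 1e-05, the smallest that the permutations can give, adjusted p = 2e-05; rho = 0.881, adjusted p = 6e-05), at r = 0.934 in LD HIGH, 0.785 in LD LOW and 0.867 without the 2 pigs farthest from the median. *ACTG2* correlated with the other smooth muscle markers (r = 0.830, adjusted p = 2e-05; rho = 0.798, adjusted p = 0.00012), at r = 0.823 in LD HIGH, 0.833 in LD LOW and 0.746 without 2 pigs. *HSPH1* correlated with the other heat shock genes (r = 0.897, adjusted p = 2e-05; rho = 0.863, adjusted p = 6e-05), at r = 0.870 in LD HIGH, 0.863 in LD LOW and 0.882 without 2 pigs. *FABP3* and the slow fibre genes correlated by Pearson (r = 0.511, raw p = 0.0220, adjusted p = 0.0330; 0.513 without 2 pigs) and not by rank (rho = 0.356, adjusted p = 0.161), nor within LD HIGH or LD LOW. *SCD* and the adipocyte markers did not pass over all pigs (r = 0.440, raw p = 0.0578, adjusted p = 0.0693; rho = 0.386, adjusted p = 0.156); r was -0.098 in LD HIGH and 0.735 in LD LOW, a difference that was not tested. *CSRP3* and the slow fibre genes did not pass either (r = -0.068, adjusted p = 0.788; rho = 0.102, adjusted p = 0.677).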
